# Regulation of NSL by TAF4A is critical for genome stability and quiescence of muscle stem cells

**DOI:** 10.1038/s41467-025-64402-1

**Published:** 2025-09-30

**Authors:** Angelina M. Georgieva, Krishna Sreenivasan, Dong Ding, Clementine Villeneuve, Sara A. Wickström, Stefan Günther, Carsten Kuenne, Ulrich Gärtner, Xinyue Guo, Yonggang Zhou, Xuejun Yuan, Thomas Braun

**Keywords:** Muscle stem cells, Chromatin structure, Acetylation

## Abstract

Acetylation of lamin A/C by the non-specific lethal complex, containing MOF and KANSL2, is instrumental for maintaining nuclear architecture and genome stability, but the mechanisms controlling expression of its components in different cell types are poorly characterized. Here, we show that TAF4A, primarily known as a subunit of TFIID, forms a complex with the heterotrimeric transcription factor NF-Y and is critical for cell type-specific regulation of *Kansl2* in muscle stem cells. Inactivation of *Taf4a* reduces expression of *Kansl2* and alters post-translational modification of lamin A/C, thereby decreasing nuclear stiffness, which disrupts the nuclear architecture and results in severe genomic instability. Reduced expression of *Kansl2* in *Taf4a*-mutant muscle stem cells changes expression of numerous genes involved in chromatin regulation. The subsequent loss of heterochromatin, in combination with pronounced genomic instability, activates muscle stem cells but impairs their proliferation, which depletes the stem cell pool and abolishes skeletal muscle regeneration. We conclude that TAF4A-NF-Y-dependent transcription regulation safeguards heterochromatin and genome stability of muscle stem cells via the non-specific lethal complex.

## Abstract (web summary)

Nuclear architecture depends on proper regulation of lamin A/C modifications. Here, the authors show that TAF4A and NF-Y control Kansl2 expression in muscle stem cells, preserving genome stability and supporting muscle regeneration.

## Introduction

The nuclear lamina, situated below the inner nuclear membrane, is a proteinaceous network of intermediate filaments that forms widespread contacts with chromatin and proteins of the inner nuclear membrane^1^. It supplies mechanical stability to the nucleus and serves as an anchoring point for chromatin and transcription factors at the nuclear periphery, contributing to the organization of the eukaryotic genome into constitutive and facultative heterochromatin versus euchromatin^2^. Constitutive and facultative heterochromatin represent repressive states and are usually positioned at the nuclear periphery or attached to the nucleolus, whereas euchromatic is typically located in the nuclear interior and contains actively transcribed genes. In addition to its role in transcriptional repression, the lamina-anchored heterochromatin provides mechanical stability to the nucleus^3^. Chromatin organization undergoes dynamic changes during activation, proliferation, and differentiation of stem cells. For example, skeletal muscle stem cells (MuSCs), also known as satellite cells, are characterized by a high content of facultative heterochromatin in the resting, non-activated state, which among other mechanisms is necessary to secure cellular quiescence^4^. Depletion of heterochromatin, e.g. by inactivation of the H4K20me2/3 methyltransferase *Kmt5b*, prematurely activates MuSCs^5^, thereby exhausting the stem cell pool with detrimental consequences, since MuSCs play an indispensable role for skeletal muscle growth and regeneration^5–7^. Furthermore, reduction of heterochromatin is a characteristic hallmark of aging^8^.

Nuclear lamin genes, including *Lmna*, which encodes lamin A and lamin C (A-type lamins), as well as *Lmnb1* and *Lmnb2*, coding for lamin B1 and B2 (B-type lamins), provide the structural scaffold for the nuclear lamina. Mutations in the *Lmna* gene results in numerous different diseases, termed laminopathies, affecting striated muscles amongst other organs, or causing genomic instability and premature aging^9,10^. The function of lamins in chromatin organization and nuclear stability is not only compromised by mutations within the *Lmna* gene but also by defects in posttranslational modifications. Failure of lamin A/C acetylation due to dysfunction of the Non-Specific Lethal (NSL) chromatin-modifying complex, containing the lysine acetyltransferase MOF, results in increased solubility of lamins, defective phosphorylation, and accumulation of nuclear abnormalities^11^. Reduced nuclear stiffness and transient rupture of the nuclear envelope in *Lmna*-mutant MuSCs induces DNA damage, eventually causing cell death^12^.

Relatively little is known about the regulation of epigenetic modifiers and components of the machinery that connect chromatin to the nuclear lamina and enable heterochromatin formation in the nuclear periphery of MuSCs. Accelerated displacement of nucleosomes in MuSCs due to reduced transcription of *Histone 2B* can be attributed to diminished expression of the transcription factor ATF3^7^; failure of facultative heterochromatin formation to inactivation of *Kmt5b*^13^. In both cases, genome instability, DNA damage, premature activation of MuSCs, and cellular senescence are the consequences. Increased DNA damage, either due to external cues or by deterioration of nuclear structures, will contribute to stem cell dysfunction during aging, not only in skeletal muscle but also in various organs, eventually compromising tissue regeneration^14^. The connection between morphological abnormalities of nuclei, accumulation of DNA damage, genome instability and compromised cellular functions is particularly evident in *LMNA* mutations, causing the Hutchinson-Gilford progeria syndrome^15^. A better understanding of critical upstream regulators preventing genome instability is mandatory to devise new strategies for avoiding the accumulation of DNA damage in stem cells.

Expression of components of the apparatus controlling functions of the nuclear lamina and heterochromatin formation in distinct cell types may not only be controlled by transcription factors but also by co-factors, which interact with core promoter recognition factors, such as TFIID. TFIID is part of the RNA polymerase II preinitiation complex and is composed of TBP and several subunits called TATA-binding protein Associated Factors (TBP-associated factors, or TAFs)^16^. Interestingly, TAFs also serve non-canonical functions in cell-type-specific transcription and gene regulation^17^. For example, the TAF12/TAF4 histone-fold heterodimer binds to the activation domain of MYB and protects MYB from degradation in cancer cells^18^. TAF4 can also provide docking sites for transcription factors and/or serve as a coactivator by transmitting signals from sequence-specific activators to other components of the basal transcription machinery. Inactivation of *Taf4a* inhibits differentiation of ES cells without affecting proliferation^19^. *Taf4a* is highly expressed in cortical neural stem cells (NSC) where it regulates homeostasis of NSCs by interacting with RanBPM^20^. In MuSCs, the function of *Taf4a* remains elusive.

Here, we searched for factors controlling the expression of chromatin modifiers and components of the nuclear lamina, facilitating heterochromatin formation in MuSCs. We found that *Taf4a* is highly expressed in MuSCs but to a lesser extent in differentiated myofibers. Inactivation of *Taf4a* prematurely activates adult MuSCs and depletes the MuSC pool, impairing skeletal muscle regeneration. We also discovered that TAF4A forms a complex with the transcription factor NF-Y, which is crucial for the expression of *Kansl2*, an essential subunit of the NSL complex that stabilizes the nuclear architecture by acetylation of lamin A/C. Absence of *Taf4a* increases DNA damage and nuclear abnormalities, indicated by nuclear blebbing and formation of micronuclei, favoring genome instability, thereby decreasing proliferation and increasing apoptosis.

## Results

### Inactivation of *Taf4a* depletes heterochromatin in adult MuSCs and induces premature activation

We previously discovered that loss of heterochromatin, induced by inactivation of *Kmt5b*, promotes exit of MuSCs from quiescence^5^. Loss of heterochromatin in *Kmt5b*-deficient MuSCs leads to aberrant transcription during S-phase, facilitating transcription replication collisions and genome instability^7^. We reasoned that transcriptional regulation of chromatin modifiers controlling heterochromatin formation is decisive to keep MuSCs in a quiescent state and to maintain nuclear architecture. To identify transcription factors or transcriptional co-factors that may play a role in the regulation of chromatin modifiers in different stem cell populations, including MuSCs, we examined the transcriptional landscape of different cell populations. Analysis of the RNA-Seq CAGE (Cap Analysis of Gene Expression) database in RIKEN FANTOM5 project^21,22^ revealed high expression of the transcriptional co-factor *Taf4a* particularly in stem cells and to a lesser extent in neurons, Schwann cells, macrophages, and megakaryocytes (Supplementary Fig. 1a). To analyze expression of *Taf4a* in MuSCs, we interrogated our RNA-seq datasets of MuSC and muscle tissue^23^ and found substantially higher levels of *Taf4a* mRNA in freshly isolated MuSCs (fiMuSCs) compared to whole muscles, which mainly contain muscle fibers (Supplementary Fig. 1b). Immunofluorescence staining for TAF4A using FACS-isolated MuSCs from Pax7^zsgreen^ reporter mice and MuSCs situated on freshly isolated single myofibers revealed high levels of TAF4A in quiescent and proliferating MuSCs. In contrast, levels of TAF4A in nuclei of differentiated myofibers were substantially lower (Supplementary Fig. 1c).

To investigate the role of *Taf4a* in MuSCs, we generated MuSC-specific conditional *Taf4a* knockout mice by crossing Pax7CRE^ERT^ to Taf4a^flox/flox^ mice, yielding Pax7CRE^ERT^/Taf4a^flox/flox^ animals (hereafter referred to as *Taf4a*^*sKO*^). Isolated *Taf4a*^*sKO*^ MuSCs show an efficient deletion of exons 11-12 after administration of tamoxifen (TAM) (Supplementary Fig. 2a), resulting in a virtually complete absence of *Taf4a* transcripts and protein (Supplementary Fig. 2b, c). *Taf4a*^*sKO*^ mice were viable with no apparent changes in body and skeletal muscle weights. No obvious morphological changes of skeletal muscle tissue were detected in H&E-stained sections of the tibialis anterior muscle (TA) under baseline conditions (Supplementary Fig. 2d–f). However, electron microscopy (EM) analysis revealed a strong reduction of the heterochromatin content in *Taf4a*^*sKO*^ MuSCs, which is a hallmark of loss of MuSC quiescence (Fig. 1a). Reduction of the heterochromatin content was further assessed by immunofluorescence staining with H3K9me3 antibodies, demonstrating a dramatic decrease of H3K9me3 levels in chromocenters and the nuclear periphery (Fig. 1b). Likewise, western blot analysis showed a substantial reduction of the heterochromatin mark H3K9me3 and to a lesser extent of H4K20me3 and H3K27me3 in *Taf4a*^*sKO*^ MuSCs (Fig. 1c). In line with the decrease of heterochromatin, we detected elevated levels of *MyoD* mRNA, a marker for MuSC activation, in freshly isolated in *Taf4a*^*sKO*^ MuSCs (Fig. 1d) and the number of PAX7/MYOD double-positive cells was increased in *Taf4a*^*sKO*^ muscles (Fig. 1e). Analysis of calcitonin receptor (CalcR) expression, a marker for quiescent MuSCs, revealed a decline of the number of CalcR/PAX7 double-positive cells, supporting the conclusion that *Taf4a* is required for maintaining quiescence of MuSCs (Fig. 1f). To obtain a better understanding of the underlying transcriptional changes, we compared gene expression profiles of freshly isolated MuSCs from control and *Taf4a* mutant mice by RNA-seq. Bioinformatics analysis identified 1364 downregulated and 1173 upregulated genes in *Taf4a*^*sKO*^ compared to control MuSCs (Supplementary Fig. 3a). Numerous genes, characteristic for quiescent MuSCs were downregulated after inactivation of *Taf4a*^24^, including genes related to extracellular matrix organization, negative regulation of gene expression, calcium signaling, and regulation of phosphorylation (Fig. 1g), confirming MuSC activation after inactivation of *Taf4a*. The majority of DEGs was related to premature activation of MuSCs, but GO analysis of the 2537 differentially expressed genes (DEGs) also identified several additional terms, comprising downregulated genes related to ribosome, cell cycle and DNA replication, which are normally upregulated upon physiological activation of MuSCs (Supplementary Fig. 3b). Furthermore, genes regulated by the PI3K-Akt pathway such as *Cdkna1(p21)* and *Bcl2l1*, which control cell cycle arrest, showed higher expression in *Taf4a*^*sKO*^ MuSCs (Supplementary Fig. 3c), suggesting that absence of *Taf4a* not only abrogates quiescence but also causes additional changes.

**Fig. 1:**
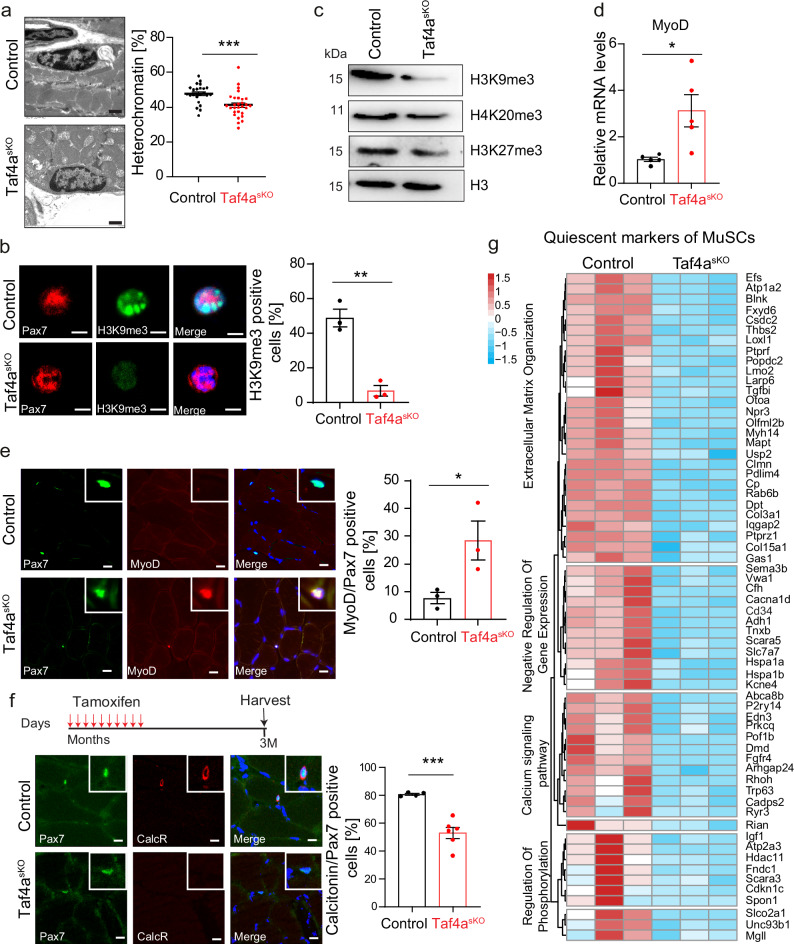
*Taf4a*^*sKO*^ MuSCs are characterized by depletion of heterochromatin and loss of quiescence. **a** EM images showing reduced heterochromatin content in MuSCs of *Taf4a*^*sKO*^ mice. Each dot represents a single MuSC (*n* = 24 MuSCs in control; *n* = 29 MuSCs in *Taf4a*^*sKO*^ mice). Scale bar: 2 μm. Quantifications are shown in the right panel (unpaired two-tailed *t* test: ***p = 0.0006, *n* = 3). **b** Immunofluorescence staining of H3K9me3 in freshly isolated MuSCs from control and *Taf4a*^*sKO*^ mice. Scale bar represents 5 µm. Percentage of H3K9me3/Pax7 positive MuSCs are shown in the right panel (unpaired two-tailed *t* test: *p = 0.0020, *n* = 3). **c** Western blot analysis of histone modifications H3K9me3, H4K20me3, and H3K27me3 in freshly isolated MuSCs from control and *Taf4a*^*sKO*^ mice (*n* = 2). H3 was used as loading control. **d** RT-qPCR of *MyoD* expression level in control and *Taf4a*^*sKO*^ freshly isolated MuSCs (*n* = 5). *m36b4* was used as a reference gene (unpaired two-tailed *t* test: *p = 0.0161, *n* = 5). **e** Immunofluorescence staining of MYOD/PAX7 double-positive MuSCs in cryo-sections of control (*n* = 3) and *Taf4a*-deficient (*n* = 3) TA muscles. Relative quantification of MYOD-positive cells in 50 PAX7+ cells per mouse is shown in the right panel. (unpaired two-tailed t-test: *p = 0.0476). **f** Immunofluorescence staining of CalcR + / PAX7 double-positive MuSCs in control (*n* = 4) and *Taf4a*-deficient (*n* = 6) TA muscles. Relative quantification of CalcR+ cells in 50 PAX7+ cells is shown in the right panel (unpaired two-tailed *t* test: ***p = 0.0006). **g** Heat map of MuSC quiescence genes in control and *Taf4a*^*sKO*^ MuSCs (*n* = 3). 8–20-week-old males and females were used. Muscles and/or MuSCs in (**a**–**e**) were isolated 2–6 weeks after tamoxifen administration. TA muscles were isolated 3 months after tamoxifen administration in (**f**). Data are presented as mean ± SEM of biological replicates. Source data are provided in the Source Data file.

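ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA, was performed on freshly isolated muscle stem cells (MuSCs) of control and Taf4a sKO mice, with 3 biological replicates of each genotype and 1 library per replicate. According to the paper, 75926702, 109714419 and 90365343 reads of the control libraries and 78695261, 77296356 and 84614924 reads of the Taf4a sKO libraries mapped uniquely. The authors removed duplicate, multi-mapping, spliced, ribosomal and mitochondrial reads, called peaks in each sample, unified them into 75412 regions of the mouse genome mm10 and counted reads in each region. They then normalized the counts for sequencing depth, and the deposited values are these normalized counts rounded to whole numbers. Judged from the whole numbers missing among the values, the factor was 1.39, 1.00 and 1.23 for the control libraries and 1.39, 1.37 and 1.29 for the Taf4a sKO libraries. The values summed over all peaks came to 37722015, 35226223 and 42803315 in the control and 44311913, 41661725 and 41948821 in the Taf4a sKO libraries. A mean value above 10 over the 6 libraries was reached by 75384 peaks. Because the values are not raw counts, peaks were tested with limma on log2(value + 1), with Benjamini-Hochberg adjustment. Pearson correlations of the log2 values across peaks were 0.980 to 0.989 between control libraries, 0.986 to 0.988 between Taf4a sKO libraries and 0.927 to 0.938 between genotypes; peaks within a library are not independent replicates. The authors' normalization keeps differences between libraries in the share of reads that fall in peaks, so another scaling could change the numbers.
The targeted gene, listed in the peak annotation under the symbol Taf4, lies on chromosome 2 from 179912152 to 179976646. The peak from 179922849 to 179923263 overlaps exon 12, which together with exon 11 is flanked by loxP sites in the conditional allele. Its value was 93.3 ± 38.4 (SD, n = 3) in control and 30.3 ± 11.9 (SD, n = 3) in Taf4a sKO MuSCs, a log2 fold change of -1.58 (standard error 0.30, adjusted p = 3.4e-04 from limma). Each Taf4a sKO value was below each control value. The fall was not limited to the floxed exons. The peak over exon 7, from 179931701 to 179932202, fell from 268 ± 29.5 (SD, n = 3) to 150 ± 13.2 (SD, n = 3), a log2 fold change of -0.83 (standard error 0.15, adjusted p = 1.4e-04 from limma), and an intronic peak from 179916955 to 179917641 fell from 138 ± 18.7 (SD, n = 3) to 97.3 ± 5.9 (SD, n = 3) (adjusted p = 0.027 from limma). Relative to the peak over exon 7, the mean log2 value over exon 12 differed by -0.75 between Taf4a sKO and control MuSCs, with overlapping replicates (two-sided exact permutation test, p = 0.3). Relative to the intronic peak the difference was -1.09 and relative to the promoter peak -1.51, and in both cases each Taf4a sKO value lay below each control value (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The peak at the Taf4a promoter, from 179975752 to 179977530, had values of 2226 ± 201 (SD, n = 3) and 2108 ± 14.8 (SD, n = 3), a difference within the replicate error (adjusted p = 0.59 from limma).

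**Figure D1:**
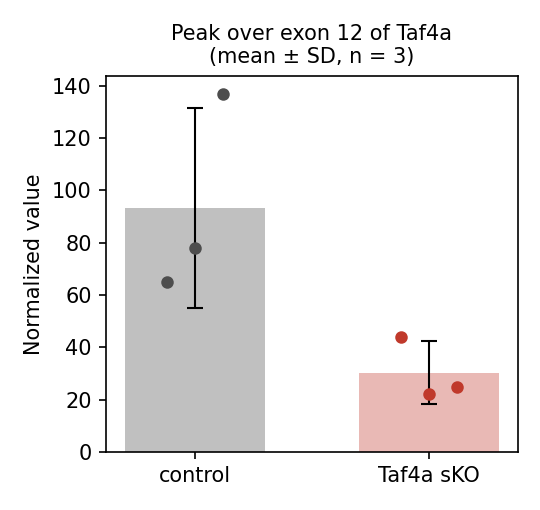
Depth-normalized ATAC-seq value (y axis, reads per peak) of the peak over exon 12 of Taf4a in control and Taf4a sKO MuSCs. Points are single libraries, bars the mean and error bars the SD (n = 3); the Taf4a sKO values lie between 22 and 44, below the lowest control value of 65.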

To determine whether the reduction of heterochromatin in *Taf4a*^*sKO*^ MuSCs is directly associated with modified gene expression and occurs at specific genomic regions, we performed ATAC-seq of freshly isolated MuSCs from control and *Taf4a*^*sKO*^ mice. The coverage heat map indicated a more open chromatin organization in *Taf4a*^*sKO*^ MuSCs (Supplementary Fig. 3d). 

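The mean normalized value per peak, taken over all peaks, was 512 ± 51.2 (SD, n = 3) in control and 565 ± 19.3 (SD, n = 3) in Taf4a sKO libraries, 10.5% higher in the latter. The groups overlapped, since the highest control library had a mean of 568 and the lowest Taf4a sKO library one of 552. The difference did not exceed the spread between replicates (two-sided exact permutation test, p = 0.30, where 3 libraries against 3 allow no p below 0.1). The difference was 10.6% with the median in place of the mean, and moved most when control replicate 3 was left out, to 16.9%. Since the values are scaled to a common depth, this measure follows the share of reads that lie in peaks, which was 35.4 ± 3.19% (SD, n = 3) of uniquely mapped reads in control and 39.4 ± 1.08% (SD, n = 3) in Taf4a sKO libraries.

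**Figure D2:**
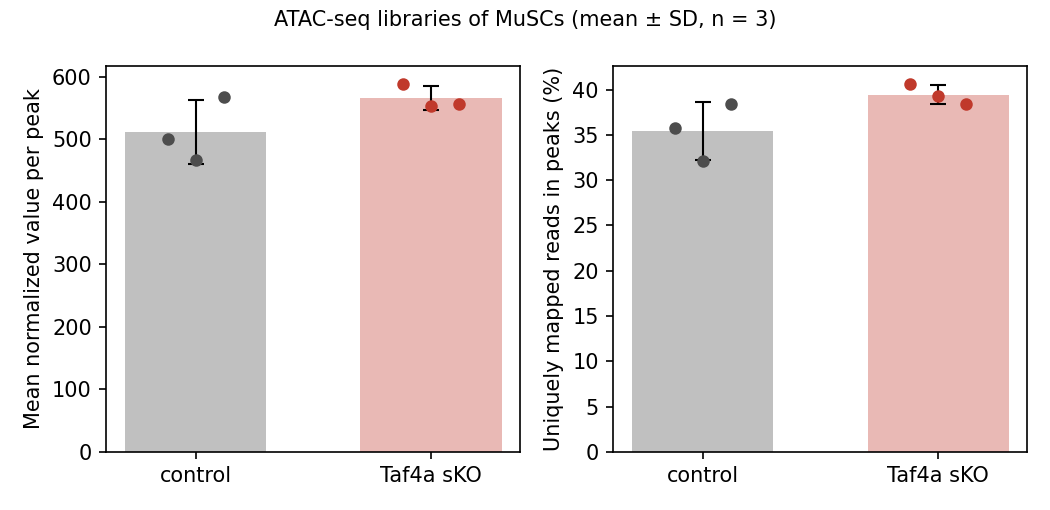
Mean normalized value per peak (left, reads per peak) and share of uniquely mapped reads in peaks (right, percent) of the 6 libraries. Points are single libraries, bars the mean and error bars the SD (n = 3); in both plots the highest control library lies above the lowest Taf4a sKO library.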

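With the thresholds of the paper's methods, a mean value above 10 and a log2 ratio of the group means (pseudocount 1) beyond 1 in either direction, 5296 peaks were gained and 4039 were lost in Taf4a sKO MuSCs. The thresholds contain no test. By limma, 21102 peaks were higher and 10476 were lower at an adjusted p under 0.05, out of 75384 tested. The balance of directions depended on the scaling and on the threshold. With TMM factors in place of the authors' normalization, which shifted the median log2 change of all peaks from 0.10 to -0.01, 3926 peaks were gained and 4905 lost. Such factors would also remove a real shift of all peaks, so this balance does not test for one. At a log2 threshold of 1.5 under the authors' normalization, 1103 were gained and 1710 lost. Among the gained peaks at which each Taf4a sKO value lay above each control value, the smallest p belonged to an intergenic peak on chromosome 7 from 66217235 to 66218554, with values of 226 ± 3.5 (SD, n = 3) in control and 1157 ± 53.3 (SD, n = 3) in Taf4a sKO MuSCs (limma log2 fold change 2.35, standard error 0.12, adjusted p = 8.5e-12). It was followed by intergenic peaks on chromosome 6 from 85856093 to 85857202, with a limma log2 fold change of 2.88, and from 85864728 to 85865927, 3831 bp from the transcription start site of Nat8f2, with 2.55. Among the lost peaks separated in the same way, the smallest p belonged to an intergenic peak on chromosome 2 from 8112266 to 8113120, which fell from 862 ± 2.6 (SD, n = 3) to 63 ± 17.3 (SD, n = 3) (limma log2 fold change -3.79, standard error 0.17, adjusted p = 2.5e-12). The next was a peak in an intron of 6530403H02Rik, on chromosome 3 from 120813803 to 120815116, with a log2 fold change of -3.32, then one in an intron of Smyd4, on chromosome 11 from 75352339 to 75352927, with -4.56. All 3 of these lost peaks were nearly absent in Taf4a sKO libraries, with a mean of at most 10% of the control mean. For such peaks, sequence differences between the genotypes that keep reads from mapping remain a candidate explanation.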

Bioinformatics analysis identified 5330 gained and 4068 lost ATAC-seq peaks in *Taf4a*^*sKO*^ compared to control MuSCs. However, only 13–15% of altered peaks were annotated to genes, suggesting that changes primarily occur in repetitive and intergenic regions and to a lesser degree in regions that are directly relevant for regulation of gene expression (Supplementary Fig. 3e). 

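According to the methods, peaks were annotated with the nearest gene within 10000 bp of its transcription start site. In the deposited annotation the distance from the peak centre to that site reached 10938 bp, and 8299 peaks without a gene had a transcription start site of GENCODE vM21 within 10000 bp. Counting all gene types, 1709 of the 5296 gained peaks (32.3%) and 1323 of the 4039 lost peaks (32.8%) carried a gene, against 32238 of the 66049 unaltered peaks (48.8%). Both shares were below that of unaltered peaks (two-sided Fisher's exact test, odds ratio 0.50, p = 8.7e-122 for gained and odds ratio 0.51, p = 1.9e-89 for lost peaks). The groups were not matched on mean value, whose median was 123.3 in gained, 62.7 in lost and 224.5 in unaltered peaks. The setting fixed beforehand that moved the shares most was a separate annotation with GENCODE vM21, in which 42.9% of gained, 44.4% of lost and 59.2% of unaltered peaks lay within 10000 bp of a transcription start site. Repeat-masked sequence made up 11.0% of the bases of altered and 10.8% of unaltered peaks on average, a difference within chance (two-sided permutation test with 100000 resamples, p = 0.13). By direction, which was not tested, the masked share was 10.8% in gained and 11.28% in lost peaks, so only lost peaks lay above unaltered ones. Some alternatives passed 0.05, each with more masked sequence in altered peaks. Peaks with at least 50% masked bases made up 2.23% of altered and 1.56% of unaltered peaks (permutation p = 2e-05), and with a minimum mean value of 50 the masked shares were 11.1% and 10.7% (permutation p = 0.012). Without control replicate 3 (permutation p = 0.0098) or Taf4a sKO replicate 1 (permutation p = 0.013) the difference also passed, and without any other single replicate it did not. Reads that map to several places were removed by the authors, so repeats that cannot be mapped uniquely are not measured.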

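Peak centres were assigned to features of GENCODE vM21, whose coordinates matched those of 99.3% of the annotated genes, with a promoter defined as within 1000 bp of a transcription start site. Of the 9335 altered peaks, 781 (8.37%) lay in promoters, 4513 (48.3%) in introns and 3666 (39.3%) in intergenic regions. Of the unaltered peaks, 27.6% lay in promoters, 38.7% in introns and 29.7% in intergenic regions. Altered peaks were therefore less often in promoters (odds ratio 0.24, p at the computed minimum of 1e-300) and more often in introns (odds ratio 1.49, p = 2.3e-70) and intergenic regions (odds ratio 1.53, p = 2.3e-75, two-sided Fisher's exact tests). These tests take peaks as independent and were not matched on signal. The median value was 856.5 for promoter, 145.7 for intronic and 145.0 for intergenic peaks. Peaks of high signal rarely passed the thresholds. In the highest decile of mean value 14 were gained and 1 lost, against 850 and 1427 in the lowest. How much of the difference in location follows signal was therefore not resolved. The share of altered peaks in promoters moved most with a promoter of 3000 bp, to 18.2%, and was 5.44% with one of 500 bp and 5.21% with protein-coding genes only.

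**Figure D3:**
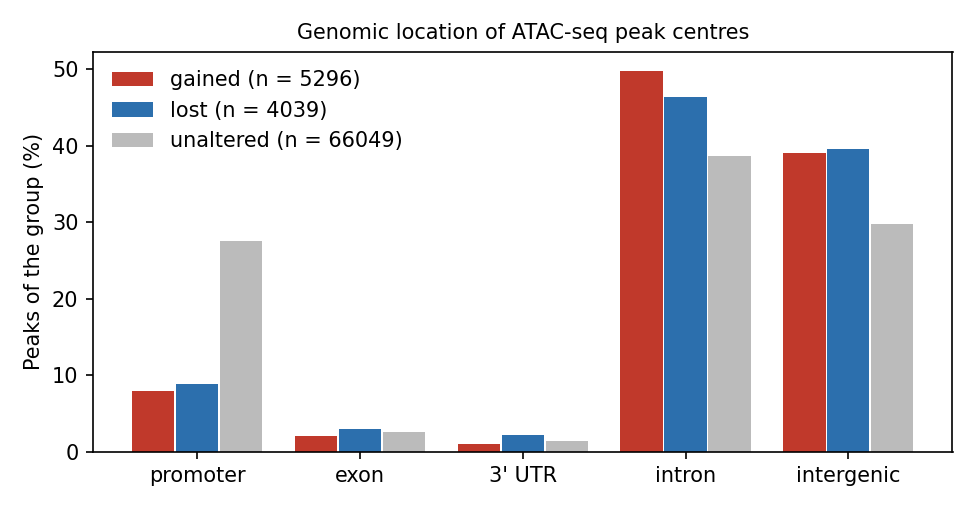
Share of peaks (y axis, percent of each group) whose centre lies in a promoter, exon, 3' UTR, intron or intergenic region, for 5296 gained, 4039 lost and 66049 unaltered peaks; 5' UTRs are not drawn. Promoters hold 27.6% of unaltered peaks and 8.37% of altered peaks.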

Further analysis of the genomic distribution of peaks showed that only 3% are located in proximal promoter regions, whereas 51% are within intronic regions and 38% within intergenic regions (Supplementary Fig. 3f). 

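The accessibility of genes that the paper names as altered in expression was compared with that of all other genes with an annotated peak. Of the 83 genes shown with lower expression in Fig. 1g and Fig. 2c, 79 had an annotated peak, and 10 of these (12.7%) had a lost peak, against 5.61% of the other genes (two-sided Fisher's exact test, odds ratio 2.44, p = 0.013). Without control replicate 3 the share was 10.1% and no longer past 0.05 (Fisher's exact test, p = 0.062). Split by figure, which was not part of the design, a lost peak was found at 9 of the 60 quiescence genes of Fig. 1g (15.0%, Fisher's exact test, p = 0.0061) and at 1 of the 20 epigenetic modifiers of Fig. 2c (5.0%, odds ratio 0.88, Fisher's exact test, p = 1.0). The lists share a gene, and the difference between them was not tested. The 10 genes were Mgll, Ncoa1, Otoa, P2ry14, Pof1b, Ptprf, Rab6b, Rhoh, Slc7a7 and Thbs2. The lost peak of Rhoh, on chromosome 5 from 65863256 to 65863825, had values of 452 ± 55.3 (SD, n = 3) in control and 133 ± 6.4 (SD, n = 3) in Taf4a sKO MuSCs (limma log2 fold change -1.75, standard error 0.15, adjusted p = 6.8e-09). The lost peak of Rab6b, on chromosome 9 from 103108368 to 103109310, varied among control replicates (278 ± 223, SD, n = 3) and had an adjusted p of 0.068 from limma; repeat-masked sequence made up 54.1% of it. A gained peak was found at 7 of the 79 genes (8.86%, against 6.89% of the other genes, p = 0.50 from Fisher's exact test). Of the 22 genes shown with higher expression in Supplementary Fig. 3c, 17 had an annotated peak and 4 of these, Angpt1, Flt1, Gng2 and Lamb1, had a gained peak (23.5%, against 6.88% of the other genes, Fisher's exact test, odds ratio 4.16, p = 0.026). With TMM factors 3 of the 17 did (17.6%, Fisher's exact test, p = 0.055). The median log2 change over the peaks of a gene was 0.40 for the higher genes, above the median of 0.07 of 10000 random gene sets matched on signal (two-sided permutation p = 0.0012). It was 0.09 for the lower genes, within the range of random sets (two-sided permutation p = 0.43), and with TMM factors -0.005 against a median of -0.038 of the random sets (permutation p = 0.28).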

Importantly, the correlation between transcriptional changes and differential ATAC-seq peaks was comparatively weak. Only 6.5% (165 out of 2371 DEGs) of transcriptionally altered genes were associated with changes in DNA accessibility, suggesting that the altered chromatin accessibility in *Taf4a*^*sKO*^ MuSCs most likely is caused by indirect effects (Supplementary Fig. 3g, h). 

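Among the 14219 protein-coding genes with an annotated peak of mean value above 10, 575 (4.04%) had a lost peak, 615 (4.33%) had a gained peak and 1185 (8.33%) had either. Supplementary Fig. 3g and 3h pair lost peaks with lower expression and gained peaks with higher expression. The lists of all differentially expressed genes were not used here, so the overlap itself was not recomputed.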

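Taken by feature, 2.22% of all promoter peaks were gained and 1.89% were lost, against 8.78% and 6.24% of intronic peaks and 8.89% and 6.85% of intergenic peaks. Of exon peaks 5.65% were gained and 6.17% lost, and of 3' UTR peaks 5.11% and 8.26%. These rates were not matched on mean value, which was highest in promoters by the median. From the small share of transcriptionally altered genes with an altered peak, the paper proposes that the altered accessibility is most likely caused by indirect effects.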

Taken together, the comparative ATAC-seq analysis indicated that changes in chromatin accessibility after inactivation of *Taf4a* primarily happen in intronic and intergenic regions, most likely due to untimely activation of MuSCs and loss of H3K9me3. 

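Of the 22 genes of the NSL complex, of chromatin modifiers and of MuSC regulation chosen before the data were examined, 21 had an annotated peak, 39 peaks in all, and none of these peaks was gained or lost by the thresholds. Peaks too far from a transcription start site to be annotated were not counted. The peak over exon 12 of Taf4a, which passed the threshold for a lost peak (log2 ratio -1.59), is among these. By limma, 14 of the 39 peaks had an adjusted p under 0.05, and of these 11 were higher and 3 lower in Taf4a sKO MuSCs. At the peaks nearest the transcription start site, the log2 ratio lay between -0.33 and 0.40. Of the 4 peaks of Kansl2, the one nearest the transcription start site, on chromosome 15 from 98533509 to 98534705, had values of 3079 ± 338 (SD, n = 3) in control and 3360 ± 110 (SD, n = 3) in Taf4a sKO MuSCs (adjusted p = 0.32 from limma). Of the other Kansl2 peaks, the one from 98526959 to 98527463 was lower (limma log2 fold change -0.69, adjusted p = 0.0043) and the one from 98532363 to 98532570 was higher (limma log2 fold change 0.44, adjusted p = 0.011). The peak nearest the transcription start site of Cdkn1a, on chromosome 17 from 29093512 to 29095894 and 3727 bp from that site, was higher, with 3283 ± 328 (SD, n = 3) and 4328 ± 164 (SD, n = 3) (limma log2 fold change 0.40, standard error 0.10, adjusted p = 0.0024), as were those of Ogt (adjusted p = 0.015) and Myod1 (adjusted p = 0.028). The Cdkn1a peak nevertheless counted as a promoter peak, since its centre lay within 1000 bp of a transcription start site in GENCODE vM21. An intronic peak of Calcr, on chromosome 6 from 3758086 to 3758285, had the largest fall among the 39 peaks, from 65 ± 5.2 (SD, n = 3) to 32.3 ± 7.5 (SD, n = 3) (log2 ratio -0.99, adjusted p = 0.0024 from limma), and with TMM factors its log2 ratio of -1.10 passed the threshold for a lost peak. The promoter peak of Calcr went the other way, from 1335 ± 132 (SD, n = 3) to 1568 ± 38.7 (SD, n = 3) (log2 ratio 0.23, adjusted p = 0.076 from limma). Pax7, after which the Cre allele of these mice is named, had 7 peaks. Its promoter peak was lower (limma log2 fold change -0.32, adjusted p = 0.030), while 4 of its other peaks were higher at an adjusted p under 0.05. The largest of these changes was that of an intergenic peak on chromosome 4 from 139841018 to 139841674, 7818 bp from the transcription start site, with 452 ± 79.6 (SD, n = 3) in control and 900 ± 103 (SD, n = 3) in Taf4a sKO MuSCs (limma log2 fold change 1.00, standard error 0.14, adjusted p = 4.8e-06). With TMM factors the log2 ratios of the peaks nearest the transcription start site were 0.29 for Cdkn1a, 0.24 for Ogt, 0.18 for Myod1 and -0.45 for Pax7.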

A strong link to changes in gene expression was not apparent.

### Deregulation of epigenetic modifiers in *Taf4a*^*sKO*^ MuSCs mainly occurs independent of premature MuSC activation

The substantial loss of heterochromatin in *Taf4a*^*sKO*^ MuSCs could be caused by direct regulation of epigenetic modifiers by TAF4A, indirect effects due to premature activation of MuSCs resulting in heterochromatin reduction, or both. To address these possibilities, we compared differentially expressed genes in freshly isolated *Taf4a*^*sKO*^ MuSCs and activated, proliferating WT MuSCs to freshly isolated WT MuSCs. We detected 269 upregulated and 484 downregulated genes in both *Taf4a*^*sKO*^ and activated, proliferating WT MuSCs, suggesting that differential expression of these genes might be an indirect effect due to premature activation of MuSCs (Fig. 2a). 428 genes were downregulated in *Taf4a*^*sKO*^ MuSCs but upregulated in activated WT MuSCs (Fig. 2a). Gene Ontology (GO) enrichment analysis of these 428 genes revealed association with G1 to S cell cycle control, mechanisms associated with pluripotency, p53 signaling, and delta notch signaling pathway (Fig. 2b). Comparison of epigenetic modifiers uncovered 21 genes with lower expression in freshly isolated *Taf4a*^*sKO*^ MuSCs relative to freshly isolated WT MuSCs, which makes these genes potential direct targets of TAF4A (Fig. 2a, epigenetic modifiers in brackets). Interestingly, two genes of this group of 21, *Mcrs1* and *Kansl2*, code for members of the chromatin-modifying NSL complex (Fig. 2c, labeled in green), albeit we also observed reduced expression of epigenetic modifiers involved in heterochromatin formation, such as *Smyd5* and *Suv39h2* (Fig. 2c–e). Accordingly, we observed a substantial reduction of the SUV39H2-dependent heterochromatin mark H3K9me3 in activated, proliferating *Taf4a*^*sKO*^ MuSCs compared to activated, proliferating WT MuSCs by immunofluorescence and western blot analysis (Fig. 2f, g). Taken together, inactivation of *Taf4a* in MuSCs severely disrupts expression of genes for epigenetic modifiers, independent of the activation of MuSCs.

**Fig. 2:**
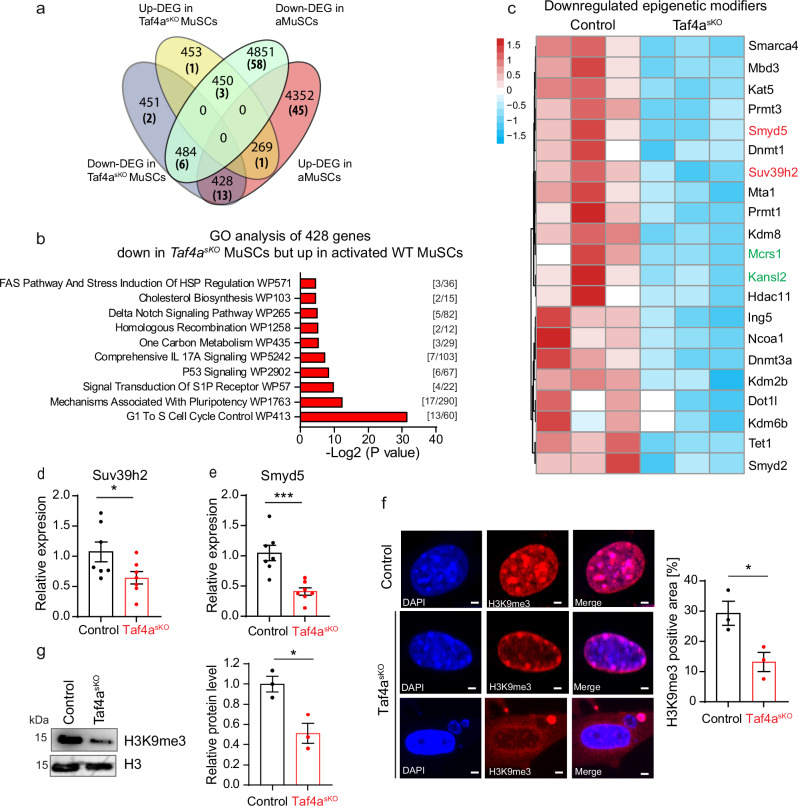
Inactivation of *Taf4a* in MuSCs causes a broad deregulation of epigenetic modifiers. **a** Venn diagram of up- and down-regulated genes in freshly isolated *Taf4a*^*sKO*^ MuSCs and WT activated MuSCs. Number of deregulated epigenetic modifiers are shown in brackets. **b** GO term analysis of 428 genes, showing an overlap between downregulated genes in *Taf4a*^*sKO*^ MuSC and upregulated genes in WT activated MuSCs based on *P*-values using EnrichR (Fisher’s exact test, two-sided). **c** Heat map of 21 epigenetic modifiers, which might be directly regulated by TAF4A in *Taf4a*^*sKO*^ MuSCs (*n* = 3). **d**, **e** RT-qPCR analysis of *Suv39h2* (**d**) and *Smyd5* (**e**) expression in freshly isolated control and *Taf4a*^*sKO*^ MuSCs. m36b4 was used as a reference gene (unpaired two-tailed *t* test, (**d**) *p = 0.0487; (**e**) ***p = 0.007, *n* = 7). **f** Immunofluorescence staining of H3K9me3 in cultured MuSCs from control and *Taf4a*^*sKO*^ mice. Scale bar: 2 µm. Quantification of H3K9me3 nuclear areas is shown in the right panel (unpaired two-tailed *t* test: *p = 0.0323, *n* = 3). **g** Western blot analysis of H3K9me3 in cultured MuSCs from control and *Taf4a*^*sKO*^ mice. H3 was used as a loading control (unpaired two-tailed *t* test: *p = 0.0172, *n* = 3). 8–20-week-old males and females were used. MuSCs were isolated 4–6 weeks after tamoxifen administration. Data are presented as mean ± SEM of biological replicates. Source data are provided in the Source Data file.

### TAF4A forms a complex with NF-Y to regulate *Kansl2*, a key component of the NSL complex

To distinguish between direct targets, whose expression depends on the binding of TAF4A to their regulatory regions, and genes with differential expression due to indirect effects, we performed CUT&RUN experiments. We identified 928 gene-annotated peaks in wild-type MuSCs (Fig. 3a), of which approximately 58% localize within proximal promoter regions and 18% within intron regions (Fig. 3b). Previous studies suggested that TAF4A preferentially promotes transcription from downstream core promoter element (DPE)-containing promoters without a TATA-box. According to these studies, TATA-containing, DPE-less promoters are far less dependent on TAF4A^25^. Surprisingly, our analysis revealed that TAF4A-peaks are present at all well-known core promoter elements, without any obvious preferences (Fig. 3c). Closer examination of TAF4A CUT&RUN peaks revealed a strong overlap with SP1 and NF-YA transcription factor binding site motifs (Fig. 3d). Protein-protein interactions have been described before between SP1 and TAF4A, which may explain the enrichment of TAF4A at SP1-binding sites^26^. In contrast, interactions between TAF4A and NF-YA have not been reported yet, although cooperative binding of SP1 and NF-Y to adjacent motifs and interactions between SP1 and NF-YA have been documented before^27^.

**Fig. 3:**
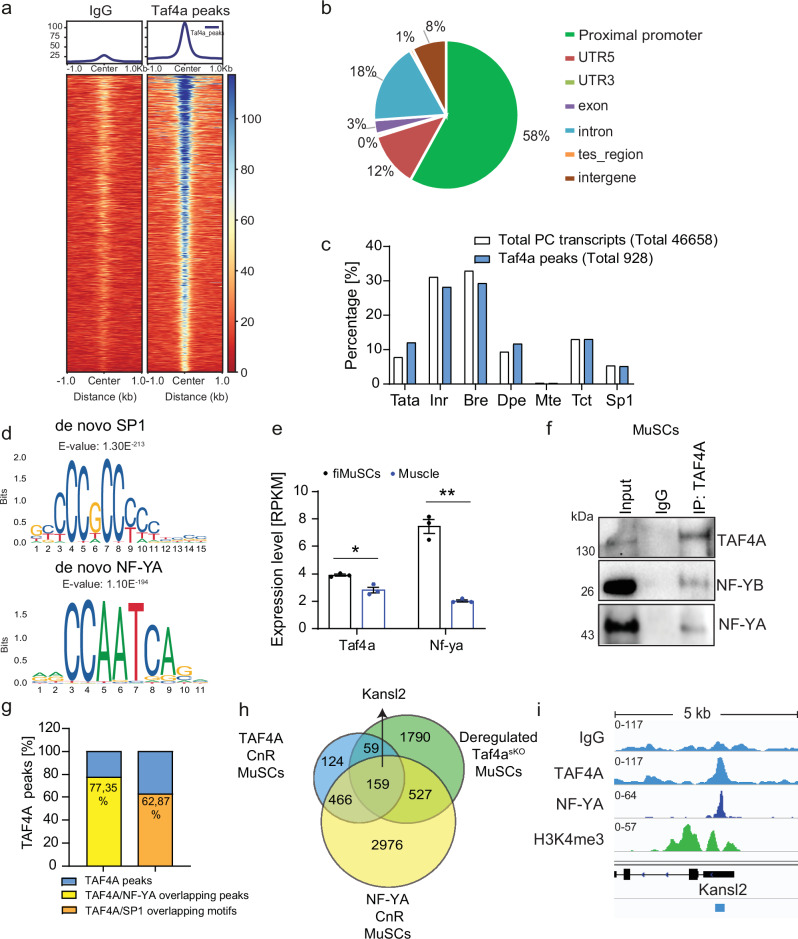
TAF4A interacts with NF-Y and binds to the promoter of *Kansl2.* **a** Heat maps of centered TAF4A CUT&RUN peaks. The blue-to-red gradient indicates high-to-low counts in the corresponding region. **b** Genome-wide distribution of TAF4A peaks. **c** Bar plot representing TAF4A peaks at different types of promoters. **d** Detected SP1 and NF-YA binding site under TAF4A CUT&RUN peaks. **e** *Taf4a* and *Nf-Ya* expression in freshly isolated MuSCs (fiMuSCs) and muscle based on reads per exon kilobase per million (RPKM) values (unpaired two-tailed *t* test: *p = 0.0103, ***p = 0.0005 *n* = 3). **f** Co-IP of TAF4A and NF-YA/B in wildtype MuSCs. Blots were probed with antibodies against TAF4A and NF-YA or NF-YB (*n* = 2). **g** Percentage of TAF4A CUT&RUN peaks overlapping either with NF-YA peaks or with SP1 binding motifs. **h** Venn diagram of overlapping TAF4A CUT&RUN (CnR) peaks, NF-YA CUT&RUN (CnR) peaks, and RNA-seq DEG in *Taf4a*^*sKO*^ MuSCs. **i** TAF4A, NF-YA and H3K4me3 distribution in the proximal promoter region of the *Kansl2* gene in WT MuSCs. 8-20-weeks-old males and females were used. Data are presented as mean ± SEM of biological replicates. Source data are provided in the Source Data file.

NF-Y is a ubiquitously expressed heterotrimeric transcription factor (TF) complex, containing NF-YA, NF-YB, and NF-YC subunits. NF-YA has DNA binding and transactivation domains, whereas NF-YB and NF-YC carry histone-fold domains (Supplementary Fig. 4a). We found that *Nf-ya* is predominately expressed in freshly isolated MuSCs but to a lower extent in muscle tissue, similar to *Taf4a* (Fig. 3e), consistent with a previous study demonstrating absence of NF-YA protein in the nuclei of skeletal myotubes and cardiomyocytes^28^. Co-immunoprecipitation experiments revealed interactions of TAF4A with NF-YA and NF-YB in C2C12 cells and primary MuSCs, demonstrating that TAF4A associates with the NF-Y transcription factor complex (Fig. 3f, Supplementary Fig. 4b). The NF-Y complex probably recruits TAF4A to specific genomic sites via its DNA-binding domain, most likely independent of TFIID. To further investigate this possibility, we performed CUT&RUN assays in WT and *Taf4a*^*sKO*^ MuSCs using an NF-YA antibody. NF-YA peaks were detected at 5146 genes, substantially more than for TAF4A in WT MuSCs (928 peaks) (Supplementary Fig. 4c). 34% of NF-YA binding occurred at promoters and 34% at intronic regions, which is in line with published findings, indicating that NF-YA localizes at both promoter and enhancer elements (Supplementary Fig. 4d, e). 77.35% of all TAF4A CUT&RUN peaks coincided with NF-YA peaks and 62.87% were found at SP1 binding motifs (Fig. 3g). 159 genes bound by both TAF4A and NF-YA were differentially expressed in *Taf4a*^*sKO*^ MuSCs, suggesting that TAF4A and NF-Y collaborate in the regulation of these genes (Fig. 3h).

Inactivation of *Taf4a* in MuSCs did not substantially affect the binding of NF-YA to regulatory regions. Only 48 NF-YA peaks were lost and 71 peaks were gained in *Taf4a*^*sKO*^ MuSCs compared to WT MuSCs, indicating that NF-YA detects and binds cognate sites independent of TAF4A (Supplementary Fig. 4f). For example, deletion of *Taf4a* in MuSCs did not change binding of NF-YA to the *Kansl2* promoter (Supplementary Fig. 4g). Further GO analysis of the 159 DEGs bound by TAF4A and NF-YA revealed potential involvement of these DEGs in translation, gene expression, apoptotic processes, and positive regulation of transcription (Supplementary Fig. 4h). The majority of differentially expressed chromatin modifiers in *Taf4a*^*sKO*^ MuSCs was neither bound by TAF4A nor by NF-Y, suggesting that differential expression of these genes was due to secondary effects of *Taf4a* inactivation, most likely the loss of MuSC quiescence. However, the differentially expressed chromatin modifiers *Kansl2*, *Mbd3*, and *Prmt1* appear to be direct targets of TAF4A, since they were bound by both TAF4A and NF-Y and showed downregulation in MuSCs after inactivation of *Taf4a*. Among the differentially expressed chromatin modifiers *Kansl2* caught our attention. *Kansl2* is an essential component of Non-Specific Lethal (NSL) chromatin-modifying complex, which plays important roles in the regulation of transcription and organization of chromatin in the nuclear periphery^11^. We localized overlapping TAF4A and NF-YA peaks at the transcriptional initiation site (TSS) of the *Kansl2* gene flanked by histone H3K4me3, which together with the reduced expression of *Kansl2* after inactivation of *Taf4a* indicates that the TAF4A-NF-Y complex directly regulates *Kansl2* expression (Fig. 3i).

### KANSL2 controls genes involved in chromatin organization of MuSCs

KANSL2 is an integral subunit of the NSL chromatin-modifying complex containing the histone acetyltransferase MOF, which catalyzes acetylation of H4K16 for the regulation of transcriptional initiation. MOF also mediates acetylation of lamin A/C, required for stability and maintenance of the nuclear architecture^11,29^ (Fig. 4a). Targeted comparison of expression levels for NSL components in freshly isolated *Taf4a*^*sKO*^ and WT MuSCs uncovered that loss of *Taf4a* primarily affected *Kansl2* and *Mcrs1*. Other NSL components showed no significant downregulation or were even upregulated, such as *Ogt* (Fig. 4b). The reduced expression of *Kansl2* and *Mcrs1* in *Taf4a*^*sKO*^ MuSCs was confirmed by RT-qPCR and western blot analysis (Fig. 4c, d, Supplementary Fig. 5a). In contrast to the *Kansl2* promotor (Fig. 3i), TAF4A and NF-YA did not bind to the *Mcrs1* promoter in WT MuSC (Supplementary Fig. 5b). Instead, we observed a prominent peak for KANSL2 (Supplementary Fig. 5b), suggesting that the downregulation of *Mcrs1* in *Taf4a*^*sKO*^ MuSCs is an indirect event, not directly dependent on the absence of TAF4A but on the reduced expression of *Kansl2* and/or other secondary effects.

**Fig. 4:**
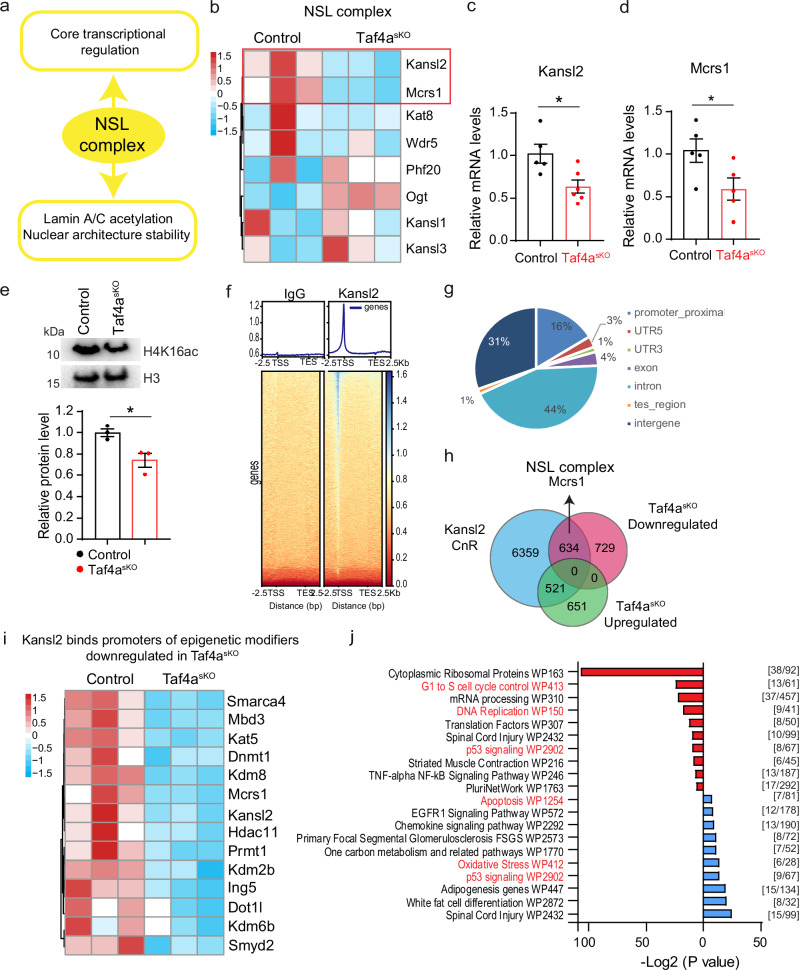
*Taf4a* regulates expression of *Kansl2.* **a** Representation of NSL complex functions. **b** Heat map of expression levels of NSL complex components in *Taf4a*^*sKO*^ MuSCs compared to control MuSCs (*n* = 3). **c**, **d** RT-qPCR analysis of *Kansl2* (**c**) and *Mcrs1* (**d**) expression in freshly isolated control and *Taf4a*^*sKO*^ MuSCs. m36b4 was used as reference gene (unpaired two-tailed *t* test, (**c**) *p = 0.0161, (**d**) *p = 0.0417, *n* = 5). **e** Western blot analysis of H4K16ac in cultured MuSCs from control and *Taf4a*^*sKO*^ mice. H3 was used as loading control (unpaired two-tailed *t* test: *p = 0.0280, *n* = 3). **f** Heat maps of CUT&RUN signals of KANSL2 at transcriptional start sites. The blue-to-red gradient indicates high-to-low counts in the corresponding region. **g** Genome-wide distribution of KANSL2 peaks. **h** Venn diagram of overlapping KANSL2 CUT&RUN peaks, up and down-regulated genes from RNA-seq data in *Taf4a*^*sKO*^ MuSCs. **i** Heat map showing KANSL2 binding at promoters of downregulated epigenetic modifiers genes in *Taf4a*^*sKO*^ MuSCs (*n* = 3). **j** GO term analysis of genes with an overlap between KANSL2 CUT&RUN peaks and downregulated genes in *Taf4a*^*sKO*^ MuSCs based on P-values using EnrichR (Fisher’s exact test, two-sided). The number of genes associated with each GO term is indicated in square brackets. 8–20-week-old males and females were used. MuSCs were isolated 4–6 weeks after tamoxifen administration. Data are presented as mean ± SEM of biological replicates. Source data are provided in the Source Data file.

Next, we wanted to explore whether the downregulation of *Kansl2* contributes to the loss of heterochromatin, loss of quiescence, and transcriptional deregulation in *Taf4a*^*sKO*^ MuSCs. We reasoned that these profound changes might be in large part caused by the disrupted function of the NSL complex. In fact, we detected reduced acetylation of H4K16, a target of NSL, in *Taf4a*^*sKO*^ MuSCs, confirming compromised function of the NSL complex, secondary to the loss of TAF4A in MuSCs (Fig. 4e). CUT&RUN experiments using WT MuSCs identified more than 7500 KANSL2-bound genes (Fig. 4f). 44% of KANSL2 peaks localized in introns, 31% in intergenic regions, and 16% at promoter regions (Fig. 4g). Importantly, approximately 45% of DEGs in *Taf4a*^*sKO*^ MuSCs showed prominent KANSL2 peaks (Fig. 4h), confirming the important role of KANSL2 in TAF4-dependent transcriptional changes. The reduced expression of *Kansl2* in absence of TAF4A does also seem to account for the deregulation of numerous epigenetics modifiers in *Taf4a*^*sKO*^ MuSCs as indicated by the presence of KANSL2 peaks on the corresponding genes in WT MuSCs (Fig. 4i). The same holds true for the regulation of the NSL-component MCRS1, whose promoter carries a prominent KANSL2 peak (Supplementary Fig. 5b). Other KANSL2-bound downregulated genes are involved in cell cycle control and DNA replication as indicated by GO-term analysis, whereas KANSL2-bound upregulated genes are involved in the p53 pathway and apoptosis (Fig. 4j).

### The TAF4A-NFY-NSL axis safeguards genomic stability of MuSCs

In addition to its role as chromatin modifier for regulating transcription, the NSL complex controls stability of the nuclear architecture by acetylating lamin A/C (Fig. 4a). Loss of lamin A/C acetylation leads to impaired nuclear mechanostability, resulting in nuclear abnormalities and catastrophic genomic instability, called chromotripsis^11^. We observed a large number of nuclear abnormalities in *Taf4a*^*sKO*^ MuSCs, including nuclear blebbing and formation of micronuclei, indicating catastrophic genomic instability and compromised nuclear mechanical integrity (Fig. 5a). We also found increased numbers of γH2A.X^+^ MuSCs and elevated γH2A.X protein levels in *Taf4a*^*sKO*^ MuSCs (Fig. 5b, c), suggesting accumulation of DNA damage. Importantly, the level of Lamin A/C acetylation was reduced and the level of phospho-Ser 392 lamin A/C was strongly increased in *Taf4a*^*sKO*^ MuSCs, which is indicative of increased solubility of lamin A/C (Fig. 5d, e). We also observed a similar reduction of lamin acetylation in *Kansl2* knockdown cells, confirming the role of TAF4A and KANSL2 in regulating lamin A/C acetylation (Supplementary Fig. 5c). Since increased solubility of lamin A/C has a direct impact on the stiffness of nuclei^11^, we assessed the elasticity of nuclei in MuSCs by atomic force microscopy (AFM)-based force indentation spectroscopy. Computation of the effective elastic modulus of nuclei uncovered a significant reduction of the stiffness of nuclei in *Taf4a*^*sKO*^ MuSCs compared to controls (Fig. 5f). To further prove the key role of the TAF4A-NFY complex for regulation of NSL, we knocked down *Nf-ya* in WT MuSCs using shRNAs (Supplementary Fig. 5d). Knockdown of *Nf-ya* in MuSCs reduced expression of *Kansl2*, confirming that NF-YA collaborates with TAF4A to transcriptionally activate *Kansl2* (Fig. 5g). Similar results were obtained when analyzing publicly available RNAseq datasets for *Nf-ya* knockout MuSCs (Supplementary Fig. 5e). As expected, knockdown of *Nf-ya* reduced expression of *Mcrs1*, which was reversed by overexpression of *Kansl2* (Supplementary Fig. 5f). Importantly, knockdown of *Nf-ya*, *Kansl2*, or *Mcrs1* (Supplementary Fig. 5d, g, h) increased nuclear abnormalities of MuSCs, corroborating the instrumental role of the *NSL* complex for preventing genomic instability in *Taf4a*^*sKO*^ MuSCs (Fig. 5h), whereas overexpression of *Kansl2* strongly reduced formation of micronuclei and normalized nuclear stiffness in *Taf4a*^*sKO*^ MuSCs (Fig. 5i, j). Consistently, overexpression of *Kansl2* after knockdown of *Nf-ya* KD MuSCs also prevented micronuclei formation (Fig. 5k, l). Taken together, the results demonstrate that TAF4A, in combination with NF-YA, drives expression of *Kansl2*, a critical component of the NSL complex, which is instrumental in maintaining structural integrity of the nuclear architecture by acetylating lamin A/C.

**Fig. 5:**
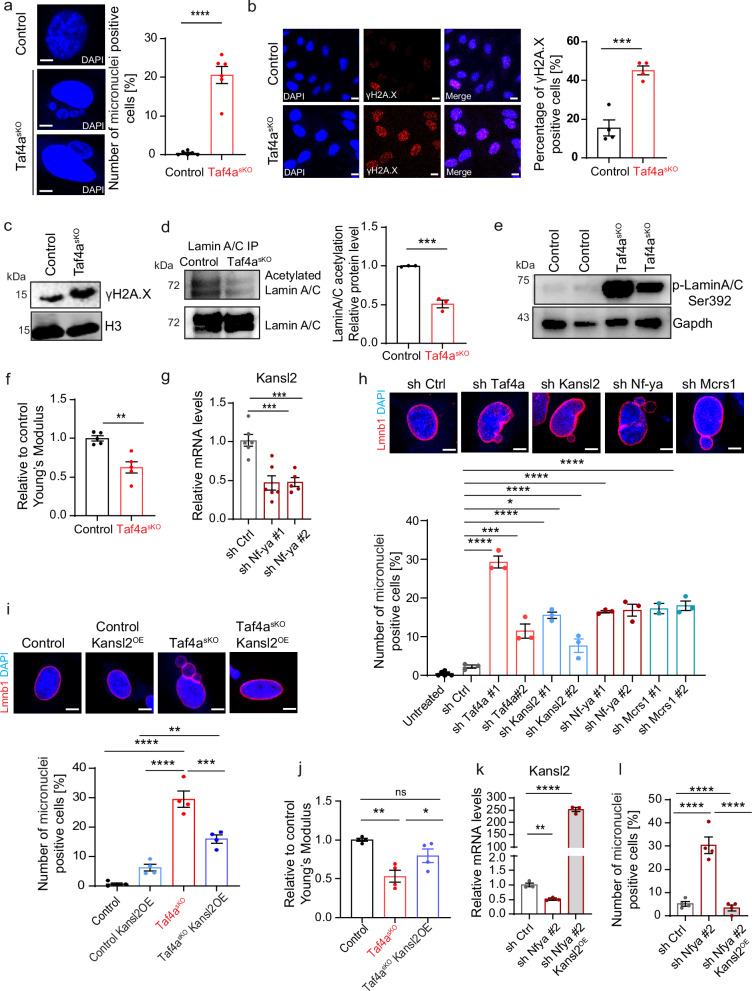
Loss of *Taf4a* in adult MuSCs leads to catastrophic genomic instability. **a** DAPI staining of *Taf4a*^*sKO*^ MuSCs. Quantification of relative micronuclei numbers. Scale bar: 5 µm (****p < 0.0001, *n* = 6). **b** gH2A.X immunofluorescence in cultured control and *Taf4a*^*sKO*^ MuSCs. Scale bar: 20 µm. Quantification of relative numbers of γH2A.X+ cells (***p = 0.0008, *n* = 4). **c** Western blot of γH2A.X in control and *Taf4a*^*sKO*^ MuSCs. Loading control: H3 (*n* = 3). **d** Western blot of immunoprecipitated Lamin A/C in control and *Taf4a*^*sKO*^ MuSCs. Acetylation signals were normalized to total Lamin A/C levels. Quantification of acetylation levels (***p = 0.0006, *n* = 3). **e** Western blot of p-lamin A/C ser392 in cultured control and *Taf4a*^*sKO*^ MuSCs. Loading control: GAPDH (*n* = 2). **f** Stiffness measurements of control and *Taf4a*^*sKO*^ MuSC nuclei by AFM. Data represent average medians of Young’s Modulus (Pa) normalized to control MuSCs (**p = 0.0017, *n* = 5). **g** RT-qPCR analysis of *Kansl2* expression in scrambled control and *Nf-ya* knockdown MuSCs. Reference gene: *m36b4* (***p = 0.0004, ***p = 0.0007, *n* = 6). **h** LaminB staining and quantification of micronuclei-positive cells in untreated (*n* = 6), scrambled control (*n* = 3), *Taf4a* knockdown (*n* = 3), *Kansl2* knockdown (*n* = 3), *Nfya* knockdown (*n* = 3), and *Mcrs1* knockdown (*n* = 3) in cultured MuSCs (*p = 0.0214, ***p = 0.0001, ****p < 0.0001). Scale bar: 5 µm. **i** LaminB staining and quantification of micronuclei-positive cells in control, *Kansl2* overexpressing control, *Taf4a*^*sKO*^ and *Kansl2* overexpressing *Taf4a*^*sKO*^ MuSCs (**p = 0.0054 ***p = 0.0004 ****p < 0.0001, *n* = 4). Scale bar: 5 µm. **j** Stiffness measurements of control, *Taf4a*^*sKO*^ and *Kansl2* overexpressing *Taf4a*^*sKO*^ MuSC nuclei by AFM. Data representation as in (**f**) (**p = 0.0026, *p = 0.0437 *n* = 4). **k** RT-qPCR analysis of *Kansl2* expression in scrambled control, *Nf-ya* knockdown and *Nf-ya* knockdown in *Kansl2* overexpressing MuSCs. Reference gene: *m36b4* (**p = 0.0026, ****p < 0.0001, *n* = 3). **l** Quantification of micronuclei-containing cells in scrambled control, *Nf-ya* knockdown, and *Nf-ya* knockdown *Kansl2* overexpressing MuSCs (****p < 0.0001, *n* = 4) from 8-20 weeks old males and females, isolated 4–6 weeks after tamoxifen administration. Data are mean ± SEM of biological replicates. (**a**, **b**, **d**, **f**, **k**) unpaired two-tailed *t* test. (**g**, **h**, **l**) one-way ANOVA with Bonferroni’s multiple comparisons test. (**i**) one-way ANOVA with Tukey’s multiple comparisons test. (**j**) one-way ANOVA with Holm–Sidak’s multiple comparisons test. Source data are provided in the Source Data file.

### Inactivation of *Taf4a* abrogates muscle regeneration

We assumed that premature activation of MuSCs in *Taf4a*^*sKO*^ MuSCs, in combination with aberrant gene regulation, compromised mechanics of nuclei, and genomic instability, impairs maintenance and proliferation of MuSCs, eventually preventing successful skeletal muscle regeneration. To investigate whether *Taf4a* is required for MuSC expansion, single isolated myofibers with attached MuSCs from control and *Taf4a*^*sKO*^ mice were cultured and pulse-chase labeled with EdU for three hours. We observed a dramatic reduction of EdU + /PAX7+ cells and the number of MuSC colonies on cultured myofibers from *Taf4a*-deficient MuSCs dropped strongly (Fig. 6a, b). Similarly, EdU incorporation of isolated MuSCs from *Taf4a*^*sKO*^ mice was markedly reduced, indicating decreased proliferation (Fig. 6c). Likewise, knockdown of *Taf4a* in MuSCs decreased EdU incorporation (Supplementary Fig. 6a, b). In contrast, knockdown of *Taf4a* in mouse embryonic stem cells (mESCs) (Supplementary Fig. 6c) or in mouse embryonic fibroblasts (MEFs) (Supplementary Fig. 6d) did not decrease proliferation, indicating cell-specific functions of *Taf4a*. Unlike the experiment with MEFs, assessment of mESC proliferation was only repeated twice. Thus, no statistical evaluation was done. The normal proliferation of MEFs after knockdown of *Taf4a*, which even increased in some experiments compared to control MEFs (Supplementary Fig. 6d), corresponded to normal levels of *Kansl2* expression (Supplementary Fig. 6e). Furthermore, the number of MEFs with micronuclei did not increase after knockdown of *Taf4a* (Supplementary Fig. 6f). Comparison of transcriptional changes using publicly available RNAseq datasets from MuSCs, MEFs, keratinocytes, and liver cells showed a relatively low overlap of DEGs among different cell types (Supplementary Fig. 6g), confirming cell type-specific activity of TAF4A.

**Fig. 6:**
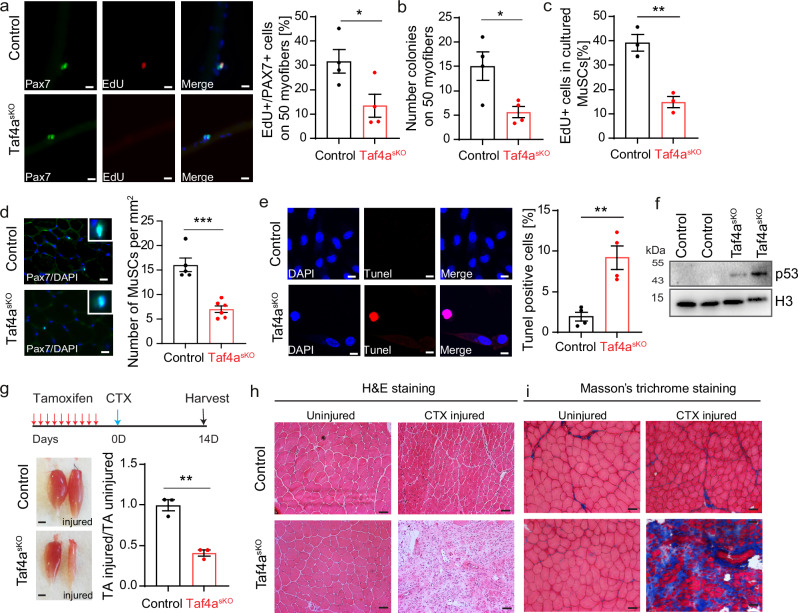
Inactivation of *Taf4a* abrogates skeletal muscle regeneration. **a** Immunofluorescence staining of EdU/PAX7 double-positive MuSCs on FDB myofibers from control and *Taf4a*^*sKO*^ mice, cultured for 3 days. Scale bar: 20 µm. Quantification of relative numbers of EdU + /PAX7+ cells found on 50 myofibers (unpaired two-tailed *t* test: * *p* = 0.0377, *n* = 4). **b** Quantification of Pax7+ colonies per 50 myofibers (unpaired two-tailed *t* test: *p = 0.0244, *n* = 4). **c** Quantification of EdU-incorporation in cultured control and *Taf4a*^*sKO*^ MuSCs (unpaired two-tailed *t* test: **p = 0.0044, *n* = 3). **d** Immunofluorescence staining of PAX7-positive MuSCs in control (*n* = 5) and *Taf4a*^*sKO*^ (*n* = 6) TA muscle sections. Scale bar: 20 µm. Quantification of PAX7+ cells per mm^2^ section area is in the right panel (unpaired two-tailed *t* test: ***p = 0.0002). **e** TUNEL assay of cultured control and *Taf4a*^*sKO*^ MuSCs. Scale bar: 10 µm. Quantification of TUNEL-positive cells is shown on the right (unpaired two-tailed *t* test: **p = 0.0034, *n* = 4). **f** Western blot analysis of p53 expression in cultured MuSCs from control and *Taf4a*^*sKO*^ mice. H3 was used as loading control (*n* = 2). **g** Outline of the muscle regeneration assay. Representative macroscopic views of TA muscles from control and *Taf4a*^*sKO*^ mice 14 days after muscle injury. Scale bar: 1 mm. Ratio of TA muscle masses with and without injury in control and *Taf4a*^*sKO*^ mice (unpaired two-tailed *t* test: **p = 0.0017, *n* = 3). **h**, **i** H&E (**h**) and Trichrome staining (**i**) of TA muscle sections from control and *Taf4a*^*sKO*^ mice 14 days after injury (*n* = 3). Scale bar: 20 μm. Myofibers and MuSCs were isolated 4–6 weeks after tamoxifen administration in (**a**–**f**). Muscles were isolated 2 weeks after tamoxifen administration in (**g**–**i**). 8–20-week-old males and females were used. Data are presented as mean ± SEM of biological replicates. Source data are provided in the Source Data file.

Loss of heterochromatin resulting in loss of MuSCs quiescence normally reduces the muscle stem cell pool over time^5^. Since one of the most prominent features of *Taf4a*^*sKO*^ MuSCs is the combined loss of heterochromatin and cellular quiescence but also reduced proliferation, we studied the potential depletion of the MuSC pool in *Taf4a*^*sKO*^ mice. We observed a substantial reduction of PAX7^+^ MuSCs in TA muscles after *Taf4a* inactivation (Fig. 6d). The reduction of MuSCs was accompanied by an increase of apoptotic MuSCs in culture as measured by the TUNEL assay (Fig. 6e), and increased p53 protein levels (Fig. 6f). We concluded that the depletion of MuSCs in *Taf4a*^*sKO*^ mice is most likely the combined effect of the loss of heterochromatin and quiescence, which compromises MuSC self-renewal and the dramatic increases genomic instability, causing cell death. Finally, we subjected *Taf4a*^*sKO*^ and control mice to acute muscle injury by injection of CTX into the TA muscle (Fig. 6g). The weight ratio of damaged compared to undamaged TA muscles weight was strongly reduced in *Taf4a*^*sKO*^ mice 14 days after injury, indicating impaired muscle regeneration whereas control mice completely restored the muscle weight (Fig. 6g). Hematoxylin and eosin staining revealed a strong reduction of newly formed myofibers in *Taf4a*^*sKO*^ mice 14 days after CTX injection, while muscle tissue architecture was completely restored in control mice (Fig. 6h). Instead of newly generated muscle fibers with centralized nuclei, Masson’s Trichrome demonstrated a massive increase of fibrosis in damaged *Taf4a*^*sKO*^ muscles, replacing myofibers (Fig. 6h), revealing an indispensable function of *Taf4a* for skeletal muscle regeneration.

## Discussion

The ability to maintain quiescence and genomic stability is an essential feature of healthy stem cells. Loss of quiescence but also reduced genomic stability depletes the MuSC pool and eventually incapacitates skeletal muscle regeneration. Loss of quiescence and genomic instability are both connected to reduced heterochromatin formation, which is also a hallmark of aging^8^. Several studies indicate that loss of heterochromatin contributes to genome instability, probably by rendering chromatin more susceptible to DNA damage or by other causes^7,30^. On the other hand, reduction of heterochromatin promotes nuclear softening, which reduces direct force propagation to DNA upon mechanical stress, potentially preventing DNA breaks^31^. Here, we demonstrate an unexpected pivotal role of *Taf4a* for maintaining heterochromatin, genomic stability, and quiescence of MuSC, preventing depletion of the MuSC pool and ensuring skeletal muscle regeneration (Fig. 7).

**Fig. 7:**
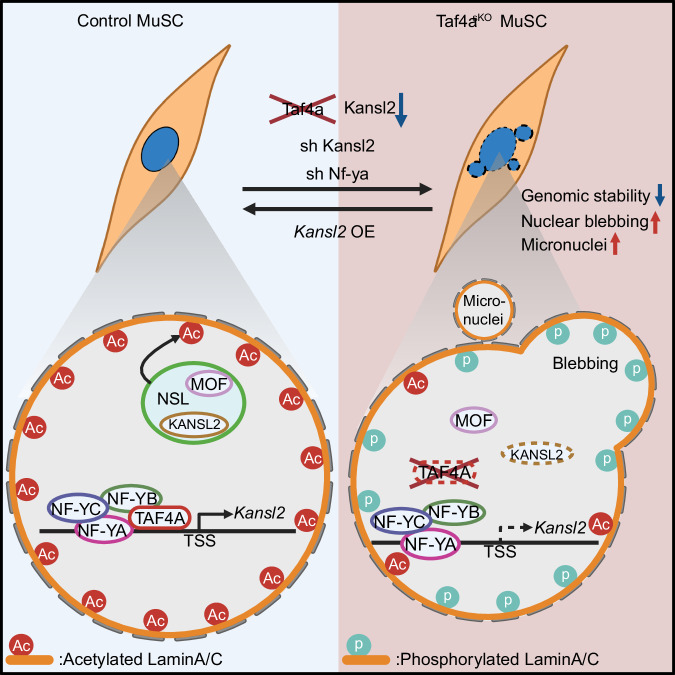
TAF4A protects genome stability of MuSCs by enabling NSL-dependent acetylation of lamin A/C. TAF4A drives expression of *Kansl2* by interacting with the NF-Y complex. KANSL2 is a critical part of the NSL (non-specific lethal) complex, which also comprises the acetyl-transferase MOF. Decreased expression of *Kansl2* prevents NSL-mediated acetylation of Lamin, increasing Lamin phosphorylation and solubility. Created in BioRender. Guo, X. (2025) https://BioRender.com/frmva1q.

We found that multiple epigenetic modifiers are differentially expressed in *Taf4a*^*sKO*^ compared to WT MuSCs, mostly due to secondary events. The main target of TAF4A in MuSCs turned out to be *Kansl2*, an essential component of the highly conserved NSL complex^32^, which is required for acetylation of H4K16, a modification that decompacts chromatin and activates transcription, but also critical for acetylation of lamins. In contrast to most other differentially expressed epigenetic modifiers, the *Kansl2* promoter showed robust binding of TAF4A in CUT&RUN assays and overexpression of *Kansl2* in isolated MuSCs reversed several features of the *Taf4a*^*sKO*^ phenotype. Notably, micronuclei formation was prevented in *Taf4a*^*sKO*^ MuSCs by directed expression of *Kansl2*, and knockdown of *Kansl2* recapitulated nuclear blebbing and micronuclei formation seen in *Taf4a*^*sKO*^ MuSCs (Fig. 7). Numerous promoters of epigenetic modifiers (except *Smyd5* and *Suv39h2*), downregulated in *Taf4a*^*sKO*^ MuSCs, showed binding of KANSL2, suggesting that their attenuated expression is caused by reduced activity of the *Kansl2* gene, secondary to the loss of *Taf4a*. 

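Of the gained peaks, 49.8% lay in introns and 39.1% in intergenic regions, and of the lost peaks 46.4% and 39.5%; gained and lost peaks were not tested against each other.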

The ATAC-seq data revealed chromatin accessibility changes predominantly at intergenic and intronic regions, which are most likely indirect consequences of transcriptional and epigenetic perturbations, rather than direct effects of *Taf4a* inactivation. KANSL2 binds to over 7500 genes, accounting for 46% downregulated transcripts in *Taf4a*^*sKO*^ MuSCs, supporting the key role of NSL for the complex phenotype of *Taf4a*^*sKO*^ MuSCs. Besides its function in H4K16 acetylation, the NSL complex is well known to mediate acetylation of lamin A/C, which is essential for stability of nuclear architecture^11^. Loss of lamin A/C acetylation impairs nuclear lamina cohesion, causing catastrophic rupture of the nuclear lamina, formation of micronuclei, and genomic instability, a process termed chromothripsis^11,33,34^. We observed all the characteristic features of defective lamin A/C acetylation in *Taf4a*^*sKO*^ MuSCs, including the increase of γH2A.X, indicating enhanced DNA damage. Further proof for reduced lamin acetylation came from the strong increase of phospho-Ser 392 lamin A/C and the reduced stiffness of *Taf4a*^*sKO*^ MuSCs nuclei. Defective lamin A/C acetylation, partially recapitulates the effects of lamin mutations, which promote loss of heterochromatin at the nuclear periphery (reviewed in ref. ^35^).

We reason that loss of heterochromatin and increased genomic instability work together to drive MuSC out of quiescence after inactivation of *Taf4a*. DNA damage as a cause of stem cell activation has been described before. Several studies indicate that DNA damage eliminates damaged stem cells by inducing loss of quiescence and promoting differentiation^36^. The degree of DNA damage may be decisive in this context, since stem cells normally cope well with minor defects. For example, murine adult hematopoietic stem cells initiate repair and remain quiescent after low-level DNA damage^37^, which changes when DNA repair capacity is compromised. In contrast, deletion of the DNA-damaged activated kinase ATR (Ataxia Telangiectasia and Rad3-Related) in MuSCs enhances MuSC quiescence exit^38^. Inactivation of *Atf3*, required for H2B expression to prevent genome instability, provokes MuSC activation^7^. Apparently, the excessive genome instability in *Taf4a*^*sKO*^ MuSCs cannot be healed by repair mechanisms, resulting in MuSC activation and subsequent impairment of proliferation.

TAF4A is best known as a subunit of the basal transcription factor TFIID, composed of the TATA-binding protein (TBP) and 13–14 TBP-associated factors (TAFs), which recruit RNA Polymerase II (RNAPII) to the core promoters of genes^16,39^. However, more recent studies disclosed unexpected roles of TFIID subunits in cell-type-specific transcription during development, differentiation, and cell proliferation^17^. Surprisingly, our CUT&RUN analysis of FACS-sorted MuSCs identified only 1131 TAF4A-binding sites in 928 genes, disclosing a major overlap with SP1 and NF-YA binding sites, but no preferences for the type of core promoter elements. In contrast, TBP shows 13,148 peaks in ChIP-Seq experiments, of which approximately 85% are located in promoter regions^40^. We assume that our CUT&RUN experiments primarily detected TAF4A outside of the TFIID complex, since TAF4A may not easily be detected by antibodies when embedded into the TFIID complex^25,41^. The differential accessibilities for the antibody against TAF4A inside and outside the TFIID complex allowed us to focus on the interaction of TAF4A with NF-Y, which is critical for the physiological function of *Taf4a* in MuSCs.

The collaboration of TAF4A with NF-Y in MuSCs includes the regulation of *Kansl2* expression. Knockdown of *Nf-ya* reduced *Kansl2* expression and disrupted nuclear architecture. These findings correspond well to a recent study, demonstrating that *Nf-ya* is required to preserve MuSCs and enable muscle regeneration^42^. Similar to the loss of *Taf4a*, inactivation of NF-YA-depleted muscle stem cells led to loss of quiescence, increased DNA damage and apoptosis^42^. *Taf4a* clearly exerts cell-type-specific functions, which may depend on the availability of binding partners such as NF-Y. In contrast to MuSCs, we did not detect effects of *Taf4a* depletion on the proliferation of ES cells and mouse embryonic fibroblasts, which is in line with previous reports^19,43^. In the intestinal epithelium, inactivation of *Taf4a* compromises the stem cell compartment, epithelial turnover and differentiation of mature cells, which was reported to be mediated by inhibition of polycomb activity^44^. This mechanism does not seem to be active in MuSCs, since we did not find increased levels of H3K27me3 in *Taf4a*^*sKO*^ MuSCs.

The discovery that TAF4A serves a critical role for the proper function of the NSL complex also has important implications for a recently defined group of human pathologies named TAF4-related neuro-developmental disorders (T4NDD). Mutations in *Taf4a* were found in human subjects with neuro-developmental disorders, including features such as intellectual disability, abnormal behavior, and facial dysmorphisms^45^. We expect that affected individuals will also carry skeletal muscle defects, which so far might have been sidelined by the neurological symptoms. Our finding that TAF4A interacts with the NF-Y transcription factor in MuSCs to regulate expression of *Kansl2* for maintaining stability and function of the NSL complex offers new opportunities to study T4NDDs and develop novel therapeutic approaches.

## Methods

### Animals

*Taf4a* mice were generated by flanking exon 11 to 12 of the *Taf4a* gene with two loxP sequences. The mouse line was kindly provided by Prof. Irwin Davidson. *Pax7Cre* and *Pax7-zsGreen* mice have been described previously^46^. Primers used for genotyping are listed in (Supplementary Table 1). Tamoxifen (Sigma) was administered to 8–20-week-old mice intraperitoneally at 0.05 mg/g of body weight per injection. All animal experiments were done in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996) and according to the regulations issued by the Committee for Animal Rights Protection of the State of Hessen, Regierungspraesidium Darmstadt, with the project numbers B2/1137 and B2/2048.

### Muscle regeneration assay

Mice were anaesthetized intraperitoneally with 10% ketamine (Bela-pharm) and 2% xylazine (WDT eG, Garbsen, Germany) diluted with 0.9% NaCl (100 μl /10 g body weight). To introduce a muscle injury, 50 μl of 0.06 mg/ml cardiotoxin from Naja mossambica mossambica (Sigma, Germany) in 0.9% NaCl was injected into the tibialis anterior of adult mice using an insulin syringe. The needle was inserted deep into the muscle longitudinally towards the knee from the ankle. The anterior tibial muscles were analyzed 14 days after injection.

### Isolation and cultivation of MuSC

Satellite cell isolation and purification were performed according to established methods^47^ with minor modifications. Briefly, limb and trunk muscles were minced, digested with 100 CU Dispase (BD) and 0.2% type II collagenase (Worthington Biochemicals), and consecutively filtered through 100 µm, 70 µm, and 40 µm cell strainers (BD). Cells were collected by centrifugation at 1200*g* for 7 min. Pellets were re-suspended in 1.5 ml red blood cell lysis buffer containing 5 μg/mL DNase I and incubated on ice for 3 min. Subsequently, the cell suspension was filled up to 7 ml with DMEM medium containing 2% FCS, before cells were spun down. To enrich for MuSCs, isolated cells were incubated with APC fluorescence coupled primary antibodies against SCA1, CD45, CD31 (1:100 dilution in FACS sorting buffer) for 40 min at 4 ^o^C. After addition of 5 ml of DMEM medium containing 2% FCS, cells were spun down and the cell pellets were resuspended in 200 µl FACS sorting buffer, before incubation with 30 µl of anti-APC micro beads (MACS) for 15 min on 4^o^C. Microbeads containing SCA1 + / CD45^+^/CD31^+^ cells were isolated by a 25 LS separation column using the QuadroMACS separator (Miltenyi Biotec). SCA1^-^/CD45^-^/CD31^-^ cells were spun down, stained with Integrin-a7-FITC antibody (1:100 dilution in FACS sorting buffer) for 1 hour. Integrin-a7^+^ or GFP^+^ (from *Pax7-zsgreen* mice) satellite cells were isolated using a FACS AriaIII (BD Biosciences) (Supplementary Fig. 7). Antibodies used for FACS-sorting are listed in (Supplementary Table 2). FACS-sorted MuSCs were cultured on Matrigel-coated or 96-wells or 384-wells µClear plates (BD Biosciences, Greiner) in containing high-glucose DMEM GlutaMAX™ (Gibco) with 20% FCS, LIF (10 ng/ml) and bFGF (5 ng/ml).

### Myofiber Isolation and Culture

Flexor digitorum brevis (FDB) muscles were dissected from adult mice and digested with 0.2% collagenase P (Roche) in high-glucose DMEM for 1 hour at 37 °C. Following digestion, individual myofibers were released by gentle trituration. Fibers were then transferred to 6-cm culture dishes containing high-glucose DMEM GlutaMAX™ (Gibco) supplemented with 10% horse serum (Gibco) and 1% chick embryo extract (MP Biomedicals Europe), and maintained under floating conditions at 37 °C and 5% CO₂ for 3 days.

### Gene expression and RT-qPCR

Total RNA from FACS-isolated MuSCs was extracted using TRIzol reagent (Invitrogen) following instructions of the manufacturer. 1 μg purified RNA was reverse-transcribed with PrimeScript RT Reagent Kit (TaKaRa) following standard procedures. Real-time PCR was performed using Blue S´Green qPCR Kit (Biozym Blue). Relative quantitation of mRNA gene expression was performed using the ∆CT method. The Ct-values of target genes were normalized to the *m36b4* housekeeping gene using the equation ΔCt = Ct_reference_ – Ct_target_ and expressed as ΔCt. Primers used for RT-qPCR are listed in (Supplementary Table 1).

### Co-immunoprecipitation

C2C12 cells (ATCC #CRL-1772) or primary MuSCs were washed twice with ice-cold PBS, scraped, and pelleted by centrifugation. Cell pellets were lysed in RIPA buffer (50 mM Tris-HCl, pH7.4; 150 mM NaCl; 1% NP-40; 0.1% sodium deoxycholate; complete protease inhibitor cocktail (Roche)) and briefly sonicated. Lysates were pre-cleared by incubation with Protein A/G agarose beads (Sigma Aldrich) for 1 hour at 4 °C with rotation. Pre-cleared lysates were centrifuged at 15,000 g for 10 minutes at 4 °C. The supernatant was collected and incubated with 6 µg anti-TAF4A antibody (Santa Cruz) overnight at 4 °C on a rotating wheel. The next day, 30 µL Dynabeads Protein G (Invitrogen) were added and incubated for 2 hours at 4 °C. Beads were washed three times with RIPA buffer, resuspended in SDS loading buffer, and analyzed by Western blotting.

### Lamin A/C Immunoprecipitation

Cells were washed twice with ice-cold PBS, scraped and pelleted by centrifugation. The cell pellet was resuspended in hypotonic buffer (10 mM HEPES pH 7.9, 10 mM KCl, 1.5 mM MgCl₂, 0.5 mM DTT, and protease inhibitors) and incubated on ice for 5 minutes. Nuclei were isolated by centrifugation at 1,500 × g for 5 minutes at 4 °C. The nuclear pellet was then resuspended in lysis buffer containing 20 mM Tris-HCl (pH7.4), 200 mM NaCl, 2% Triton X-100, benzonase (25–50 U/mL, Sigma-Aldrich), complete protease inhibitor cocktail (Roche) and histone deacetylase inhibitors (1 µM TSA and 5 mM NAM). Samples were briefly sonicated (10 pulses, low intensity) and incubated on a rotating wheel at 4 °C for 2 hours. Lysates were clarified by centrifugation at 15,000 g for 10 minutes at 4 °C and the supernatant was collected. Three micrograms of anti-Lamin A/C antibody (Santa Cruz) was added and incubated overnight at 4 °C a rotating wheel. The next day, 20 µL of Dynabeads Protein G (Invitrogen), pre-washed and equilibrated in lysis buffer, was added for 2 hours at 4 °C. Beads were washed three times with the same lysis buffer (200 mM NaCl, 2% Triton X-100), using a magnetic stand to collect the beads between washes. The flow-through from the first IP was retained, and the immunoprecipitation procedure was repeated once more to improve yield. Beads were finally resuspended in SDS sample buffer for further immunoblot analysis.

### Western blot analysis

Cell pellets from freshly isolated or cultured MuSCs were lysed in cell lysis buffer (20 mM Tris pH 7.5, 400 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100, 2.5 mM Sodium pyrophosphate, 1 mM β-glycerophosphate, 1 mM Na3VO4, 1 μg/ml Leupeptin). Extracts from MuSCs were resolved by SDS-PAGE, transferred onto nitrocellulose filters or PVDF membranes and probed with antibodies as indicated (Supplementary Table 2). Protein expression was visualized using a chemiluminescence detection system (GE Healthcare, Little Chalfont, United Kingdom) or imaged using the LI-COR Odyssey system (BioAgilytix) and quantified with ImageJ.

### Immunofluorescence and histological analysis

Tibialis anterior muscles were dissected and placed with one end in 10% gum tragacanth (Sigma-Aldrich) on a flat piece of cork before freezing in isopentane/liquid nitrogen. Frozen muscle sections (8-10 μm) were fixed in cold acetone or 4% paraformaldehyde. Immunofluorescence and H&E staining were done following standard protocols. Masson’s Trichrome staining was carried out using the ACCUSTAIN® trichrome staining kit (Sigma-Aldrich). Primary antibodies for immunofluorescence staining are listed in (Supplementary Table 2). MuSCs were identified by staining for PAX7. For quantification, the numbers of PAX7-positive MuSC were counted on 5 sections per animal, using 4 different areas per section.

### EdU labeling

For in vitro labeling experiments, MuSCs or myofibers were treated with 10 μM 5-ethynyl-2′-deoxyuridine for the last 3 hrs of culture. Cells were fixed 4%PFA, permeabilized, and EdU incorporation was detected using the Click-iT EdU Alexa Fluor 594 Imaging Kit (Life Technologies) according to the manufacturer’s protocol.

### TUNEL assay

Cells were fixed in 4% PFA for 10 min and then subjected to the TUNEL reaction using the TUNEL Assay Apoptosis Detection Kit (C10246, Invitrogen), following the manufacturer’s instructions.

### Lentiviral transduction of MuSCs, mESCs and NIH3T3

FACS-sorted MuSCs were cultured in DMEM medium with 20% FCS and bFGF (5 ng/ml). Before seeding of MuSCs, plates or dishes were coated with matrigel at 37 °C for 1 hour and then air-dried. 1000 cells/well were seeded into a 384-well plate and 2×10^4^ cells/well in 12-well plate for IF assay and RT-qPCR, respectively. On the second day after seeding, cells were transduced with lentiviruses containing shRNA against *Taf4a*, *Kansl2*, *Mcrs1*, or *Nf-ya* and/or lentiviruses overexpressing *Kansl2* (Supplementary Table 3 and 4). Lentivirus mediated *Taf4a* knockdown in mESC (V6.5 NBP1-41162) and NIH3T3 (ATCC CRL-1658) was performed with shRNA shown in Supplementary Table 3, following standard protocols (The RNAi Consortium (TRC) Broad Institute). Briefly, mESCs were harvested and the cell pellet was re-suspended in lentivirus-containing medium with 8 μg/ml polybrene, before plating on a monolayer of feeder cells. After 24 hours incubation, the medium was replaced with growth media containing 2 μg/ml puromycin for another 4 days before further analysis.

### Electron microscopy (EM) and heterochromatin quantification

Ultrastructure of MuSC in skeletal muscle was analyzed by EM as described before^47^. Briefly, skeletal muscles were fixed in 3% glutaraldehyde for 12 hours at 4 °C and embedded in Epon. Ultrathin sections were contrasted with uranyl acetate and lead citrate, and analyzed using a Philips CM10 electron microscope. The content of heterochromatin was determined using the ImageJ program relative to the total cross-sectional area of MuSC nuclei.

### Atomic force microscopy (AFM)

AFM-based force indentation spectroscopy was performed on proliferative MuSCs cells, after FAC-sorting and culture for 4 days. AFM measurements were performed using the JPK NanoWizard 4XP (Bruker Nano) atomic force microscope mounted on a Zeiss Axio Observer optical inverted fluorescent microscope and operated via JPK SPM Control Software v.7. Triangular non-conductive Silicon Nitride cantilevers (MLCT, Bruker Daltonics) with a nominal spring constant of 0.07 Nm−1 were used for the nanoindentation experiments of the nucleus. For all indentation experiments, forces of up to 1 nN were applied, and the velocities of cantilever approach and retraction were kept constant at 10 μm s^−1^, ensuring an indentation depth of 500 nm. All analyses were performed with JPK Data Processing Software (Bruker Nano; v 7.0.165). Prior to fitting the Hertz model corrected by the tip geometry to obtain Young’s Modulus (Poisson’s ratio of 0.5), the offset was removed from the baseline, the contact point was identified, and cantilever bending was subtracted from all force curves.

### RNA-Seq and data analysis

Total RNA was isolated from FACS-sorted MuSCs by the miRNeasy micro kit (Qiagen) together with on-column DNase digestion (DNase-Free DNase Set, Qiagen) to avoid contamination by genomic DNA. RNA and library preparation integrity were verified with LabChip Gx Touch (Perkin Elmer). 10 ng of total RNA was used as input for SMARTer® Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian. Library preparations followed the manufacturer’s protocol (Takara Bio). Sequencing was performed on a NextSeq500 instrument (Illumina) using a P3 flowcell with 75 bp single-end setup, resulting in an average of 30 M reads. Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides and keeping only filtered reads longer than 15 nucleotides^48^. Reads were aligned to the Ensembl mouse genome version mm10 (Ensembl release 101) with STAR 2.6.0c^49^. Alignments were filtered to remove multi-mapping reads. Gene counts were established with featureCounts 1.6.0 by aggregating reads overlapping exons, excluding those overlapping multiple genes^50^.

The raw count matrix was normalized with DESeq2 version 1.14.1^51^. Only genes with a minimum log fold change of ±0.378, a maximum Benjamini-Hochberg corrected *p*-value of 0.05, and a minimum combined mean of 5 reads were assumed to be significantly differentially expressed. Identified DEGs were uploaded to the online software DAVID and EnrichR for GO or KEGG pathway analyses.

### CUT&RUN (CnR) and data analysis

CnR was performed as described previously^52^. In brief, 1 × 10^6^ wild type in vitro cultured muscle stem cells (MuSCs) or 4 × 10^5^ wild type and *Taf4a*^*sKO*^ MuSCs were immobilized on Concanavalin A-coated magnetic beads (Bangs Laboratories), permeated with 0.05% Digitonin (EMD Millipore), and incubated with TAF4A (Santa Cruz #sc-136093), KANSL2 (Proteintech #27261-1-AP), NF-YA (Santa Cruz #sc-17753) or mouse IgG (Millipore #12-371B) or rabbit IgG (Diagenode #C15410206) on a rotator with 1:100 dilution at 4 °C overnight on a rotator. After washing, the beads were incubated with home-made pA-MNase (0.3 ng/µl final concentration) at room temperature for 1 h and DNA was cleaved by incubation with buffer containing 10 mM CaCl_2_ and 3.5 mM HEPES pH 7.5 at 0 °C for 20 min. Under this high-calcium/low-salt condition, cleaved DNA fragments were released and then extracted using phenol-chloroform.

DNA was quantified by Qubit and max. 10 ng DNA was used as input for SMARTer® ThruPLEX® DNA-seq Kit following the manufacturer’s protocol (Takara Bio). Sequencing was performed either on the NextSeq500 platform (Illumina) using a P3 flowcell with a 2x38bp single-end setup or on the NextSeq2000 platform (Illumina) using a P3 flowcell with a 2x61bp single-end setup or 2x36bp. The following steps are the same as described previously^13^. Peak calling was performed with Macs version 2.1.1 with FDR < 0.05 and additional parameters “--extsize 100 --nomodel --to-large”^53^ (GSE277867, GSE277868, GSE277869) and Macs version 3.0.0a7 with FDR < 0.1 and additional parameters “--extsize 75 --nomodel --to-large” (GSE277870). The remaining peaks were unified to represent a common set of regions for all samples. Counts were produced with featureCounts^50^. The raw count matrix was normalized with DESeq2 version 1.30.0^51^. Peaks were annotated with the promoter (TSS + − 10000 nt) of the nearest gene based on Ensembl data. Genomic tracks of sequencing data were visualized using IGV.

### ATAC-Seq

For ATAC library preparation, 50.000 cells were employed, using the Tn5 Transposase from Nextera DNA Sample Preparation Kit (Illumina). Cell pellets were resuspended in 50 µl PBS and mixed with 25 µl TD-Buffer, 2.5 µl Tn5, 0.5 µl 10% NP-40 and 22 µl water. Cell/Tn5 mixture was incubated at 37 °C for 30 min with occasional snap mixing. Transposase treatment was followed by 30 min incubation at 50 °C together with 500 mM EDTA pH8.0 for optimal recovery of digested DNA fragments. 100 µl of 50 mM MgCl2 was added for neutralization of EDTA, followed by purification of DNA fragments by the MinElute PCR Purification Kit (Qiagen). Amplification of the library together with indexing was performed as described elsewhere^54^. Libraries were mixed in equimolar ratios and sequenced by the NextSeq500 platform using V2 chemistry with paired-end mode. Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides and keeping only filtered reads longer than 15 nucleotides^48^. Reads were aligned versus Ensembl mouse genome version mm10 (Ensembl release 101) with STAR 2.7.11b^49^. Alignments were filtered to remove duplicates with Picard 3.1.1 (http://broadinstitute.github.io/picard), including spliced, multi-mapping, ribosomal, or mitochondrial reads. Peak calling was performed with Macs version 3.0.0a7 with FDR < 0.0001^53^. The remaining peaks were unified to represent a common set of regions for all samples. Counts were produced with featureCounts^50^. The raw count matrix was normalized for sequencing depth. Peaks were annotated with the promoter (TSS + − 10000 nt) of the nearest gene based on Ensembl release 101. Contrasts were created with DESeq2 based on the normalized count peak matrix with all size factors set to one. Peaks were classified as significantly differential at average count > 10 and −1 <log2FC > 1.

### Statistical analysis

For all quantitative analyses, a minimum of three biological replicates were analyzed. Statistical tests were used based on the assumption that sample data are derived from a population following a probability distribution based on a fixed set of parameters. T-tests were used to determine the statistical significance of differences between two groups. One-way ANOVA was used to perform multiple comparisons. The following values were considered to be statistically significant: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 and exact *P*-values are written in the figure legend. Calculations were done using the GraphPad Prism 9 software and R. Error bars always represent the standard error of the mean (mean ± SEM). No statistical method was used to predetermine sample size.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

Raw and processed CUT&RUN data for TAF4A, NF-YA and KANSL2 in wild type MuSCs, ATAC-seq data, NF-YA CUT&RUN data in control and *Taf4a*^*sKO*^ MuSCs, and RNA-seq data of freshly isolated WT and *Taf4a*^*sKO*^ MuSCs are available in the NCBI Gene Expression Omnibus (GEO), under accession number GSE277872. Published H3K4me3 ChIP-seq data were downloaded from GEO time-point T3 from “GSE103163” GSM2756400 and GSM2756401. Published RNA-seq data of freshly isolated and activated/proliferating WT MuSCs were downloaded from GEO under accession number “GSE108040”. Published RNA-seq data of freshly isolated WT MuSCs and WT muscle were downloaded from GEO under accession number “GSE199487” and GSE168984, respectively. Published RNA-seq data of WT and NF-YA knockout MuSCs were downloaded from GEO under accession number “GSE154017”. Source data are provided with this paper.

# Supplementary material for: Regulation of NSL by TAF4A is critical for genome stability and quiescence of muscle stem cells
**Source:** Nat Commun. 2025 Sep 30;16:8726. doi: 10.1038/s41467-025-64402-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Regulation of NSL by TAF4A is critical for genome stability and quiescence of muscle stem cells**

Angelina M. Georgieva<sup>1</sup>, Krishna Sreenivasan<sup>1</sup>, Dong Ding<sup>1</sup>, Clementine Villeneuve<sup>2</sup>, Sara A. Wickström<sup>2</sup>, Stefan Günther<sup>1</sup>, Carsten Kuenne<sup>1</sup>, Ulrich Gärtner<sup>3</sup>, Xinyue Guo<sup>1</sup>, Yonggang Zhou<sup>1</sup>, Xuejun Yuan<sup>1\*</sup> and Thomas Braun<sup>1, 4\*</sup>

Ludwigstr. 43, Bad Nauheim

Germany

| <b>Supplementary Information</b> | <b>Page</b> |
|----------------------------------|-------------|
| Supplementary Figure 1           | 3           |
| Supplementary Figure 2           | 4           |
| Supplementary Figure 3           | 5           |
| Supplementary Figure 4           | 7           |
| Supplementary Figure 5           | 9           |
| Supplementary Figure 6           | 11          |
| Supplementary Figure 7           | 13          |
| Supplementary Table 1            | 14          |
| Supplementary Table 2            | 15          |
| Supplementary Table 3            | 16          |
| Supplementary Table 4            | 17          |

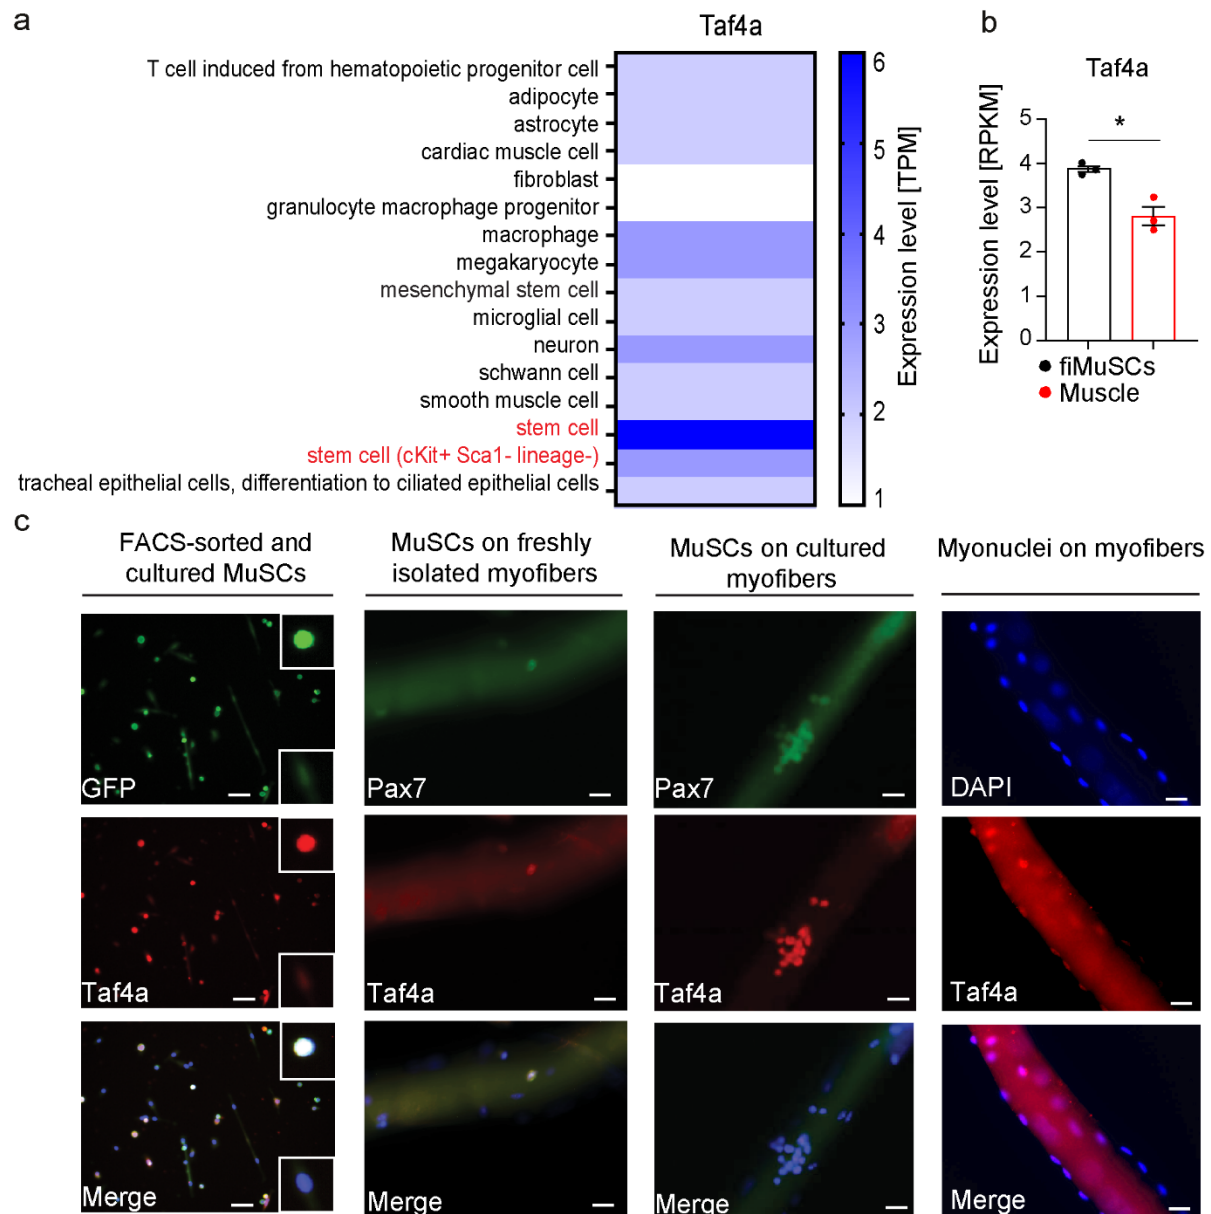

**Supplementary Figure 1. *Taf4a* is highly expressed in MuSCs but not in myofibers.** **a** *Taf4a* RNA-Seq CAGE (Cap Analysis of Gene Expression) expression analysis using data from the RIKEN FANTOM5 project. **b** *Taf4a* expression in freshly isolated MuSCs (fiMuSCs) and total muscle based on reads per exon kilobase per million (RPKM) values (unpaired two-tailed t-test: \*  $p=0.0103$ ,  $n=3$ ). **c** Immunofluorescence staining of TAF4A in cultured MuSCs, 3 days after by FACS-based isolation of MuSCs using Pax7-zsgreen reporter mice (first row), in MuSCs found on 50 freshly isolated myofibers (second row), and in MuSCs found on 50 myofibers after culturing for 3 days (third and fourth panel),  $n=3$ . Scale bar: 20  $\mu\text{m}$ . Data are presented as mean  $\pm$  SEM. Source data are provided in the Source Data file.

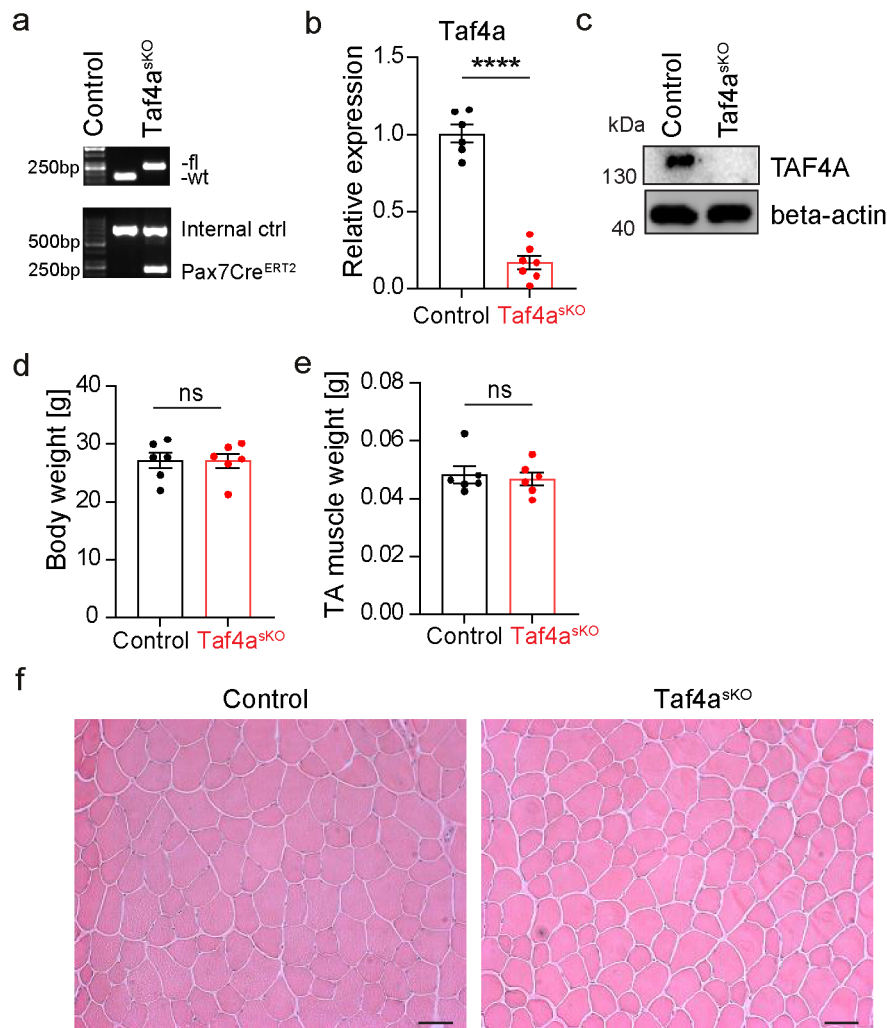

**Supplementary Figure 2. MuSC-specific inactivation of *Taf4a* in adult mice does not alter skeletal muscle morphology under physiological conditions.** **a** Representative genomic PCR analysis for detection of WT and deleted *Taf4a* alleles (upper panel). Detection of the presence of the *Cre* allele by genomic PCR analysis using Pax7CRE<sup>ERT2</sup> specific primer sets (bottom panel). **b** RT-qPCR analysis of *Taf4a* expression levels in freshly isolated control (n=6) and *Taf4a*<sup>SKO</sup> (n=7) MuSCs. *m36b4* was used as reference gene (unpaired two-tailed t-test \*\*\*\*p < 0.0001). **c** Western blot analysis of TAF4A levels in cultured MuSCs from control and *Taf4a*<sup>SKO</sup> mice. Beta-actin was used as loading control (n=2). **d** Body weight of 21-weeks-old control and *Taf4a*<sup>SKO</sup> mice, 14 days after tamoxifen treatment (unpaired two-tailed t-test: ns p > 0.05, n=6). **e** TA muscle weight of 21-weeks-old control and *Taf4a*<sup>SKO</sup> mice (unpaired two-tailed t-test ns p > 0.05, n=6). **f** H&E staining of TA muscle from control and *Taf4a*<sup>SKO</sup> mice (n=3). Scale bar: 20μm. Data are presented as mean ± SEM. Source data are provided in the Source Data file.

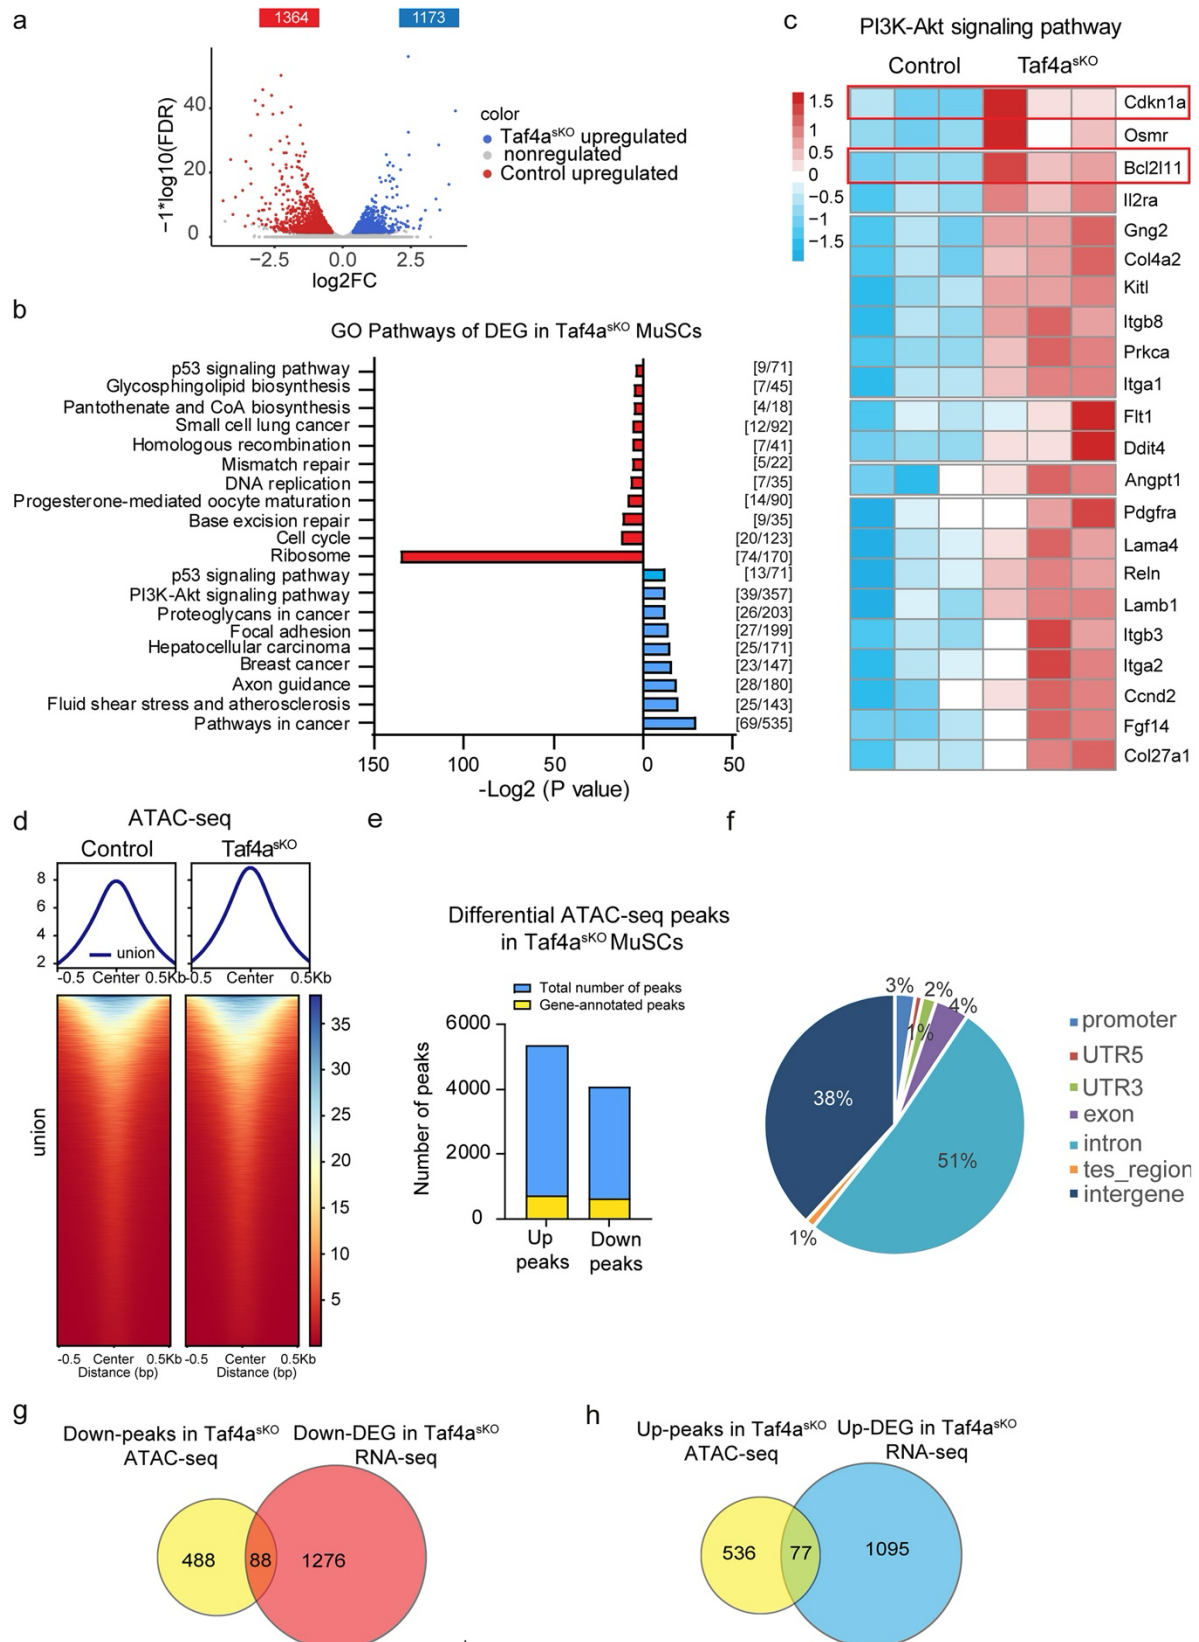

**Supplementary Figure 3. Identification of genes and pathway affected by inactivation of *Taf4a* in MuSCs.** **a** Volcano plot of differentially expressed genes in *Taf4a*<sup>KO</sup> compared to control MuSCs. The vertical axis (y-axis) corresponds to the mean expression value of log10

(P value), and the horizontal axis (x-axis) displays the log2 fold change (FC) value. Red dots represent genes with decreased expression; blue dots represent genes with increased expression in *Taf4a<sup>sKO</sup>* MuSCs. **b** Differentially expressed genes were categorized by GO terms based on P-values using EnrichR. **c** Heat map of genes with significantly increased expression in *Taf4a<sup>sKO</sup>* MuSCs, involved in the PI3K/AKT signaling pathway (n=3). **d** Heat maps of centered ATAC-seq peaks in control and *Taf4a<sup>sKO</sup>* MuSCs. The blue-to-red gradient indicates high-to-low counts in the corresponding region. **e** Number of differential ATAC-seq peaks in *Taf4a<sup>sKO</sup>* MuSCs. **f** Genome-wide distribution of differential ATAC-seq peaks in *Taf4a<sup>sKO</sup>* MuSCs. **g**, **h** Venn diagram of overlapping lost and gained ATAC-seq peaks with down- and up-DEG from RNA-seq data in control and *Taf4a<sup>sKO</sup>* MuSCs.

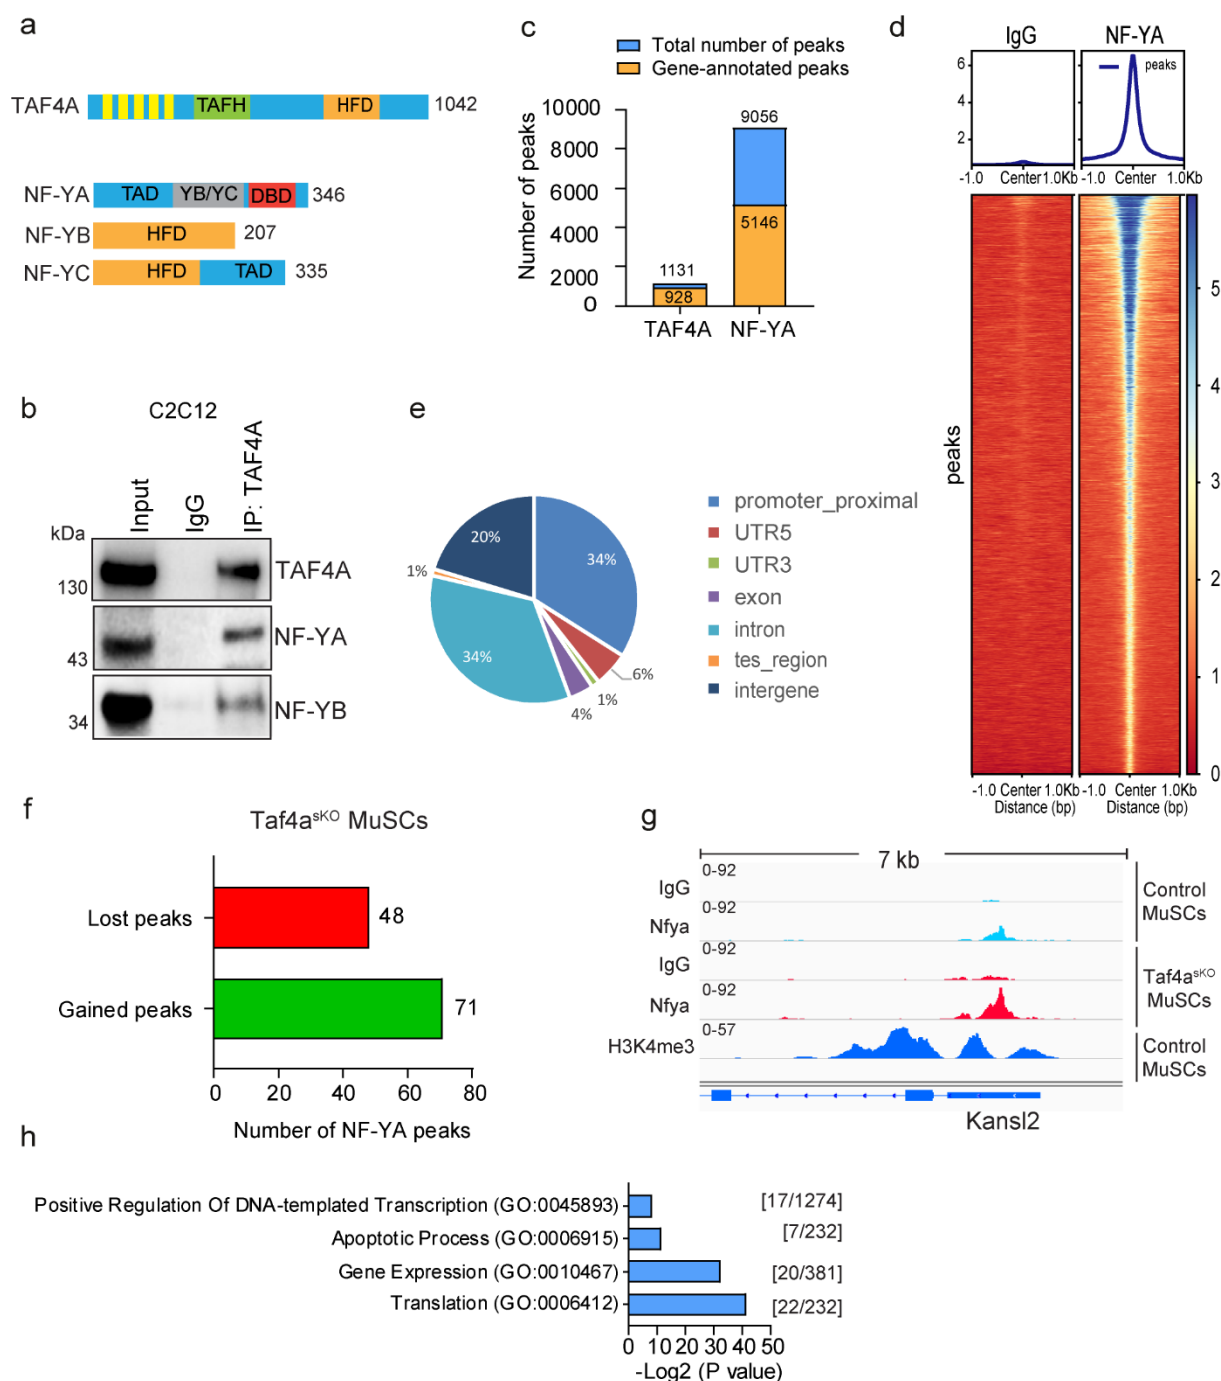

**Supplementary Figure 4. DNA-binding of NF-YA is not affected by the absence of *Taf4a*.**

**a** Scheme of TAF4A and NF-Y TF protein domains. HFD – histone fold domain, TAF-H – TAF homology domain, TAD - transactivation domain, DBD - DNA binding domain, YB/YC – NF-YB/YC binding domain. **b** Co-IP of TAF4A and NF-YA/B in C2C12 cells. Blots were probed with antibodies against TAF4A and NF-YA or NF-YB (n=2). **c** Number of TAF4A and NF-YA CUT&RUN peaks in WT MuSCs. **d** Heat maps of centered NF-YA CUT&RUN peaks in wildtype MuSCs. The blue-to-red gradient indicates high-to-low counts in the corresponding region. **e** Genome-wide distribution of NF-YA peaks. **f** Number of lost and gained NF-YA peaks in *Taf4a*<sup>SKO</sup> MuSCs compared to control MuSCs. **g** Distribution of NF-YA and H3K4me3

peaks in the proximal promoter region of the *Kansl2* gene in control and *Taf4a<sup>SKO</sup>* MuSCs. **h** GO analysis of 159 genes with an overlap between TAF4A, NF-YA binding peaks and differential gene expression in *Taf4a<sup>SKO</sup>* MuSCs. Genes were categorized based on P-values using EnrichR 6.8 (Fisher's exact test, two-sided).

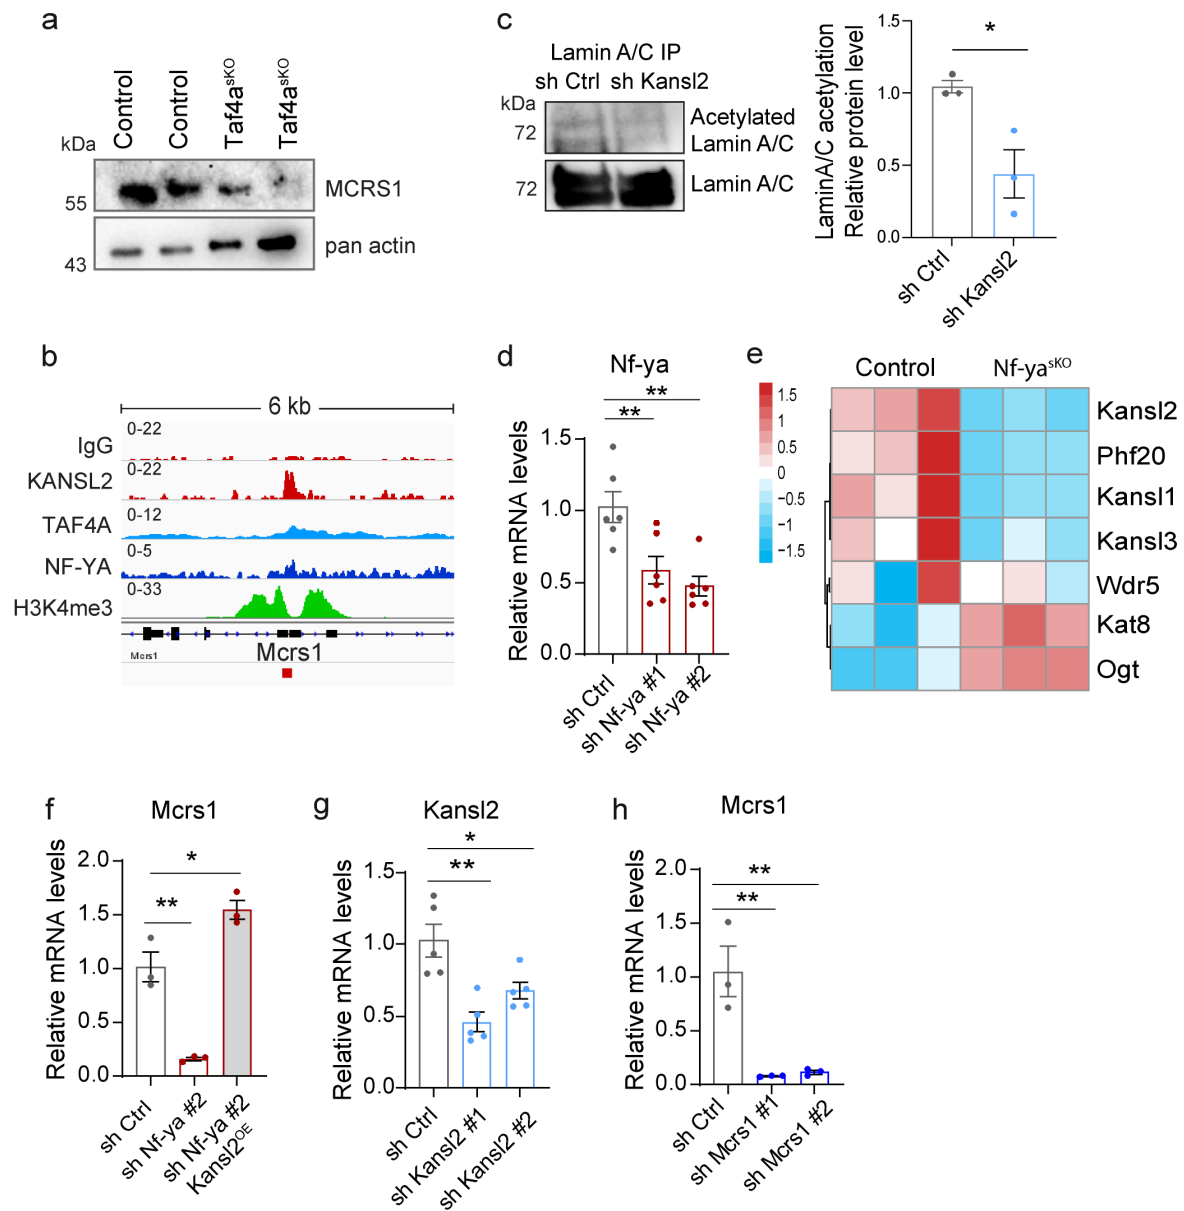

**Supplementary Figure 5. *Kansl2* and *Mcrcs1* are downregulated in *Nf-ya* knockdown MuSCs.** **a** Western blot analysis of MCRS1 in MuSCs from control and *Taf4a*<sup>SKO</sup> mice. Pan-actin was used as loading control (n=2). **b** KANSL2, TAF4A, NF-YA and H3K4me3 peaks in the proximal promoter region of the *Mcrcs1* gene in WT MuSCs. **c** Western blot analysis of immunoprecipitated Lamin A/C to determine acetylation after knockdown of *Kansl2* in MuSCs. Acetylation signals were normalized to total Lamin A/C levels. Quantification of acetylation levels is shown on the right (unpaired two-tailed t-test: \*p=0.0253, n=3). **d** RT-qPCR analysis of *Nf-ya* expression in scrambled control and *Nf-ya* knockdown MuSCs. *m36b4* was used as reference gene (one-way ANOVA with Bonferroni's multiple comparisons test: \*\*p=0.0088, \*\*p=0.0015, n=6). **e** Heat map of selected genes, including *Kansl2*, with reduced expression in *Nf-ya*-deficient MuSCs, based on the published dataset GSE154017 (n=3). **f** RT-qPCR analysis

of *Mcrs1* expression in scrambled control, *Nf-ya* knockdown, and *Nf-ya* knockdown *Kansl2* overexpressing MuSCs. *m36b4* was used as reference gene (one-way ANOVA with Bonferroni's multiple comparisons test: \*\*p=0.0013, \*p=0.0148, n=3). **g, h** RT-qPCR analysis of *Kansl2* (g) and *Mcrs1* (h) expression in scrambled control, *Kansl2* knockdown (g) and *Mcrs1* knockdown (h) MuSCs. *m36b4* was used as reference gene (one-way ANOVA with Bonferroni's multiple comparisons test: \*p=0.0366, \*\*p=0.0013 (g) n=5, \*\*p=0.0048, \*\*p=0.0059 (h) n=3). Data are presented as mean  $\pm$  SEM. Source data are provided in the Source Data file.

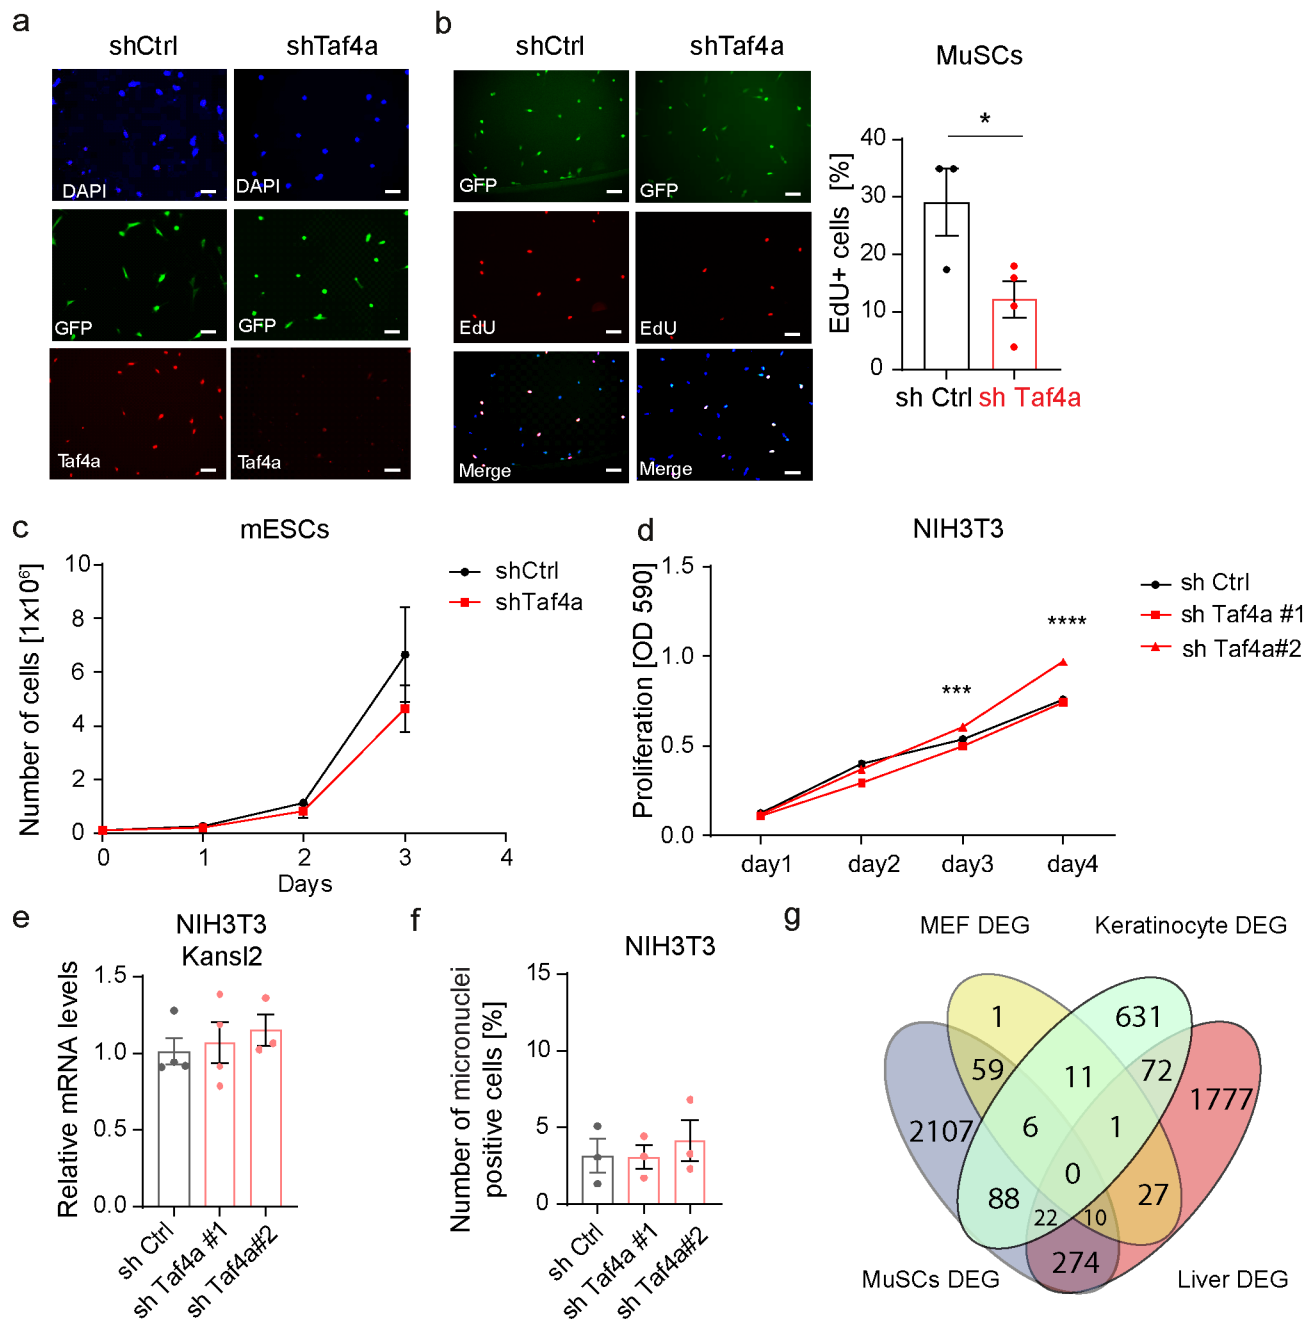

**Supplementary Figure 6. Knockdown of *Taf4a* reduces proliferation of MuSCs but not of mESCs and NIH3T3 cells** **a** Immunofluorescence staining of TAF4A in scrambled control and *Taf4a* knockdown MuSCs isolated from Pax7-zsgreen reporter mice by FACS-. Scale bar: 20  $\mu$ m. **b** EdU incorporation and quantification of scrambled control (n=3) and *Taf4a* knockdown (n=4) MuSCs. Scale bar: 20  $\mu$ m (unpaired two-tailed t-test: \* p=0.0406). **c** Proliferation of mouse ESCs after knockdown of *Taf4a* (n=2). **d** Proliferation of mouse NIH3T3 cells after knockdown of *Taf4a* (two-way ANOVA with Bonferroni's multiple comparisons test: \*\*\*p=0,001 \*\*\*\*p<0.00001, n=4). **e** RT-qPCR analysis of *Kansl2* expression in scrambled control and *Taf4a* knockdown NIH3T3 cells. *m36b4* was used as reference gene (one-way

ANOVA with Bonferroni's multiple comparisons test: ns  $p>0.05$  (n=4). **f** Number of micronuclei in scrambled control and *Taf4a* knockdown NIH3T3 cells (one-way ANOVA with Bonferroni's multiple comparisons test: ns  $p>0.05$ , n=3). **g** Venn diagram showing the overlap of differentially expressed genes (DEG), using RNA-seq data from freshly isolated *Taf4a*<sup>SKO</sup> MuSCs, and published data from *Taf4a* knockout MEFs, keratinocytes and liver. Data are presented as mean  $\pm$  SEM. Source data are provided in the Source Data file.

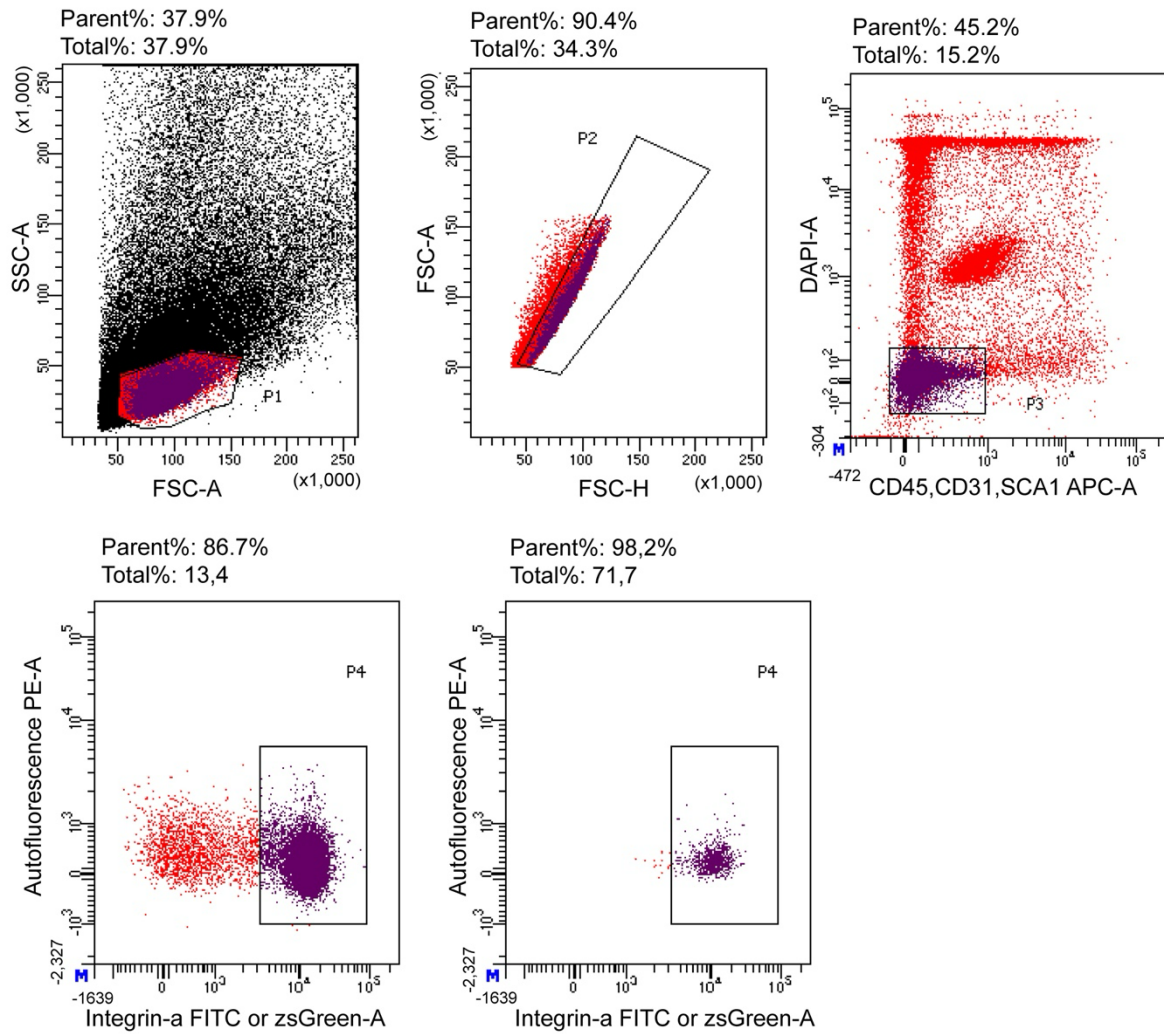

P4 Sorting FITC+ or GFP+ MuSCs population Purity - reanalysis of sorted MuSCs

**Supplementary Figure 7. Gating strategy for isolation of MuSCs.** MuSCs were isolated by FACS based on negative selection for CD45, CD31, SCA1, APC-A and positive selection for FITC-integrin- $\alpha$ 7 (upper panel) or by Pax7:zsGreen, autofluorescence (lower left panel). MuSCs purity is shown in the lower right panel. Gates were defined using the CD FACS Diva v8 application. Parent and total percentages are shown in individual panels.

**Supplementary Table 1.** List of primers used for RT-qPCR and genotyping.

| NAME               | PRIMER SEQUENCE (5'-->3')    | APPLICATION |
|--------------------|------------------------------|-------------|
| <b>M36B4</b>       | F-AAGGTGAAGCTGAAAGAACAG      | RT-qPCR     |
|                    | R-ATGGACGACAGGTGGGTACTG      | RT-qPCR     |
| <b>TAF4A</b>       | F-GACGACGACAGATACGAGCA       | RT-qPCR     |
|                    | R-CTCTGGGTCTTCTGTCTGGA       | RT-qPCR     |
| <b>KANSL2</b>      | F-TAGTTACGTCTCGACGAAGAATG    | RT-qPCR     |
|                    | R-ATAGGGCCTGGGTTGCTC         | RT-qPCR     |
| <b>SMYD5</b>       | F-GGCACCCCCTCAATAAGCTG       | RT-qPCR     |
|                    | R-ACCCAGTGGTCCTTGTCTT        | RT-qPCR     |
| <b>SUV39H2</b>     | F-CTGCCCAGGATAGCATTGTTC      | RT-qPCR     |
|                    | R-CAAGTCTCGGCTCCACATTAC      | RT-qPCR     |
| <b>MCRS1</b>       | F-GCAACCCGGAAGTAGATGTG       | RT-qPCR     |
|                    | R-TCCTCTCACAGTCCCAAAGC       | RT-qPCR     |
| <b>MYOD</b>        | F-TAC AGT GGC GAC TCA GAT GC | RT-qPCR     |
|                    | R-TAG TAG GCG GTG TCG TAG CC | RT-qPCR     |
| <b>NF-YA</b>       | F-GTTAATGGTGCAAGTCAGTGGA     | RT-qPCR     |
|                    | R-TCTGCTGTAAACCTGTGTTC       | RT-qPCR     |
| <b>TAF4A LOXP2</b> | F-GTGCTCCATGACTCTGGCAAG      | Genotyping  |
|                    | R-CTAGTTACTGCTCTGCACAAT      | Genotyping  |
| <b>PAX7CE</b>      | F-ACTAGGCTCCACTCTGTCCTTC     | Genotyping  |
|                    | R-GCAGATGTAGGGACATTCCAGTG    | Genotyping  |
| <b>ZS GREEN</b>    | F- CACAAAAACAGGTAAACCCAG     | Genotyping  |
|                    | R- AGCACATAGGAGGCAGAGAC      | Genotyping  |
| <b>TOMATO</b>      | F-CTCTGCTGCCTCCTGGCTTCT      | Genotyping  |
|                    | R-TCAATGGGCGGGGGTCGTT        | Genotyping  |

RT-PCR: REAL-TIME QUANTITATIVE REVERSE TRANSCRIPTION PCR; F: FORWARD PRIMER; R: REVERSE PRIMER

**Supplementary Table 2. List of antibodies used in the study and corresponding applications.**

| <b>Antibody</b>                           | <b>Application (dilution)</b>    | <b>Manufacturer</b>   | <b>Cat. No.</b> |
|-------------------------------------------|----------------------------------|-----------------------|-----------------|
| <b>Anti-Pax7 mouse</b>                    | IF (1:1000)                      | R&D Systems           | MAB1675         |
| <b>Anti-MyoD rabbit</b>                   | IF (1:1000)                      | Santa Cruz            | SC-304          |
| <b>Anti-Gapdh</b>                         | WB (1:2000)                      | Cell signaling        | (14C10)         |
| <b>Actb</b>                               | WB (1:2000)                      | Sigma                 | A5441           |
| <b>Rabbit IgG</b>                         | CnR (1:100)                      | Diagenode             | C15410206       |
| <b>Mouse IgG</b>                          | CnR (1:100)                      | Millipore             | 12-371B         |
| <b>Anti-Sca1 APC</b>                      | FACS (1:100)                     | eBioscience           | 17-5981-83      |
| <b>Anti-CD45 APC</b>                      | FACS (1:100)                     | eBioscience           | 17-0451-83      |
| <b>Anti-CD31 APC</b>                      | FACS (1:100)                     | eBioscience           | 17-0311-82      |
| <b>Anti-APC MicroBeads</b>                | MACS                             | MACS                  | 130-090-855     |
| <b>Integrin-<math>\alpha</math>7 FITC</b> | FACS (1:50)                      | MBL,JP                | K0046-4         |
| <b>H3</b>                                 | WB (1:2000)                      | Cell Signaling        | 9715L           |
| <b>Anti-<math>\gamma</math>H2AX</b>       | WB, IF (1:1000)                  | Cell Signaling        | #2577           |
| <b>Mcrs1</b>                              | WB (1:1000)                      | Proteintech           | 11362-1-AP      |
| <b>Kansl2</b>                             | CnR (1:100)                      | Proteintech           | 27261-1-AP      |
| <b>Taf4a (TAFIIp135(22))</b>              | IF, CnR, WB (1:50), 6 $\mu$ g IP | Santa Cruz            | Sc-136093       |
| <b>NF-YA</b>                              | WB(1:1000), CnR (1:100)          | Santa Cruz            | Sc-17753        |
| <b>Anti-V5</b>                            | WB (1:100)                       | Abcam                 | ab15828         |
| <b>CalcR</b>                              | IF (1:100)                       | Abcam                 | ab11042         |
| <b>GFP</b>                                | IF (1:1000)                      | Evrogen               | AB513           |
| <b>H3K9me3</b>                            | IF, WB (1:1000)                  | Abcam                 | ab8898          |
| <b>H4K20me3</b>                           | WB (1:1000)                      | Abcam                 | ab9053          |
| <b>H3K27me3</b>                           | WB (1:1000)                      | Millipore             | 07-449          |
| <b>laminB1 (B-11)</b>                     | IF (1:1000)                      | Santa Cruz            | Sc-374015       |
| <b>Anti-P53 [PAb 240],</b>                | WB (1:1000)                      | Abcam                 | ab26            |
| <b>p-lamin A/C Ser 392</b>                | WB (1:1000)                      | Aviva Systems Biology | OAAJ02346       |
| <b>Lamin A/C (E-1)</b>                    | WB (1:1000), 6 $\mu$ g IP        | Santa Cruz            | Sc-376248       |
| <b>Ac-lysine (AKL5C1)</b>                 | WB (1:1000)                      | Santa Cruz            | Sc-32268        |
| <b>NF-YB (G-2)</b>                        | WB (1:1000)                      | Santa Cruz            | Sc-376546       |
| <b>Pan-Actin</b>                          | WB (1:1000)                      | Cell signaling        | 4968            |
| <b>Acetylated-Lysine</b>                  | WB (1:1000)                      | Cell signaling        | 9441            |
| <b>Myod1</b>                              | IF (1:1000)                      | Abcam                 | ab133627        |
| <b>mouse IgG / TrueBlot</b>               | WB (1:1000)                      | eBioscience           | 18-8877-31      |
| <b>rabbit IgG / TrueBlot</b>              | WB (1:1000)                      | eBioscience           | 18-8816-31      |
| <b>Anti-HA tag antibody</b>               | WB (1:1000)                      | Abcam                 | ab9110          |
| <b>Chicken anti-Goat IgG</b>              | IF (1:1000)                      | Invitrogen            | A-21468         |
| <b>Alexa Fluor™ 594,</b>                  |                                  |                       |                 |
| <b>Goat anti-Mouse IgG1</b>               | IF (1:1000)                      | Invitrogen            | A-21121         |
| <b>Alexa Fluor 488</b>                    |                                  |                       |                 |
| <b>Goat anti-Rabbit IgG</b>               | IF (1:1000)                      | Invitrogen            | A-11012 A       |
| <b>Alexa Fluor 594</b>                    |                                  |                       |                 |
| <b>Goat anti-Rabbit IgG</b>               | WB (1:1000)                      | Invitrogen            | A-21076         |
| <b>Alexa Fluor™ 680</b>                   |                                  |                       |                 |

IF: Immunofluorescence, WB: Western blot, CnR: Cut&Run, IP: Immunoprecipitation

**Supplementary Table 3. List of shRNAs used in the study.**

| Name           | Clone ID        |
|----------------|-----------------|
| shTaf4a #1     | TRCN0000226289  |
| shTaf4a #2     | TRCN0000226290  |
| shKansl2 #1    | TRCN0000173179  |
| shKansl2 #2    | TRCN0000175794  |
| shMcrcs1 #1    | TRCN0000175750  |
| shMcrcs1 #2    | TRCN0000176378  |
| shNfya #1      | TRCN0000084439  |
| shNfya #2      | TRCN0000084441  |
| shCtrl         | TRCN0000087723  |
| pMD2.G plasmid | Addgene # 12259 |
| psPAX2 plasmid | Addgene # 12260 |

**Supplementary Table 4. Identity of vectors for overexpression experiments.**

| Name   | Clone ID                                |
|--------|-----------------------------------------|
| KANSL2 | GenScript Biotech Clone<br>ID:OMu51571C |

# Supplementary material for: Regulation of NSL by TAF4A is critical for genome stability and quiescence of muscle stem cells
**Source:** Nat Commun. 2025 Sep 30;16:8726. doi: 10.1038/s41467-025-64402-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <div>Zeiss Z1.Imager - software Zen2 6.1.7601<br/>Leica Sp8 - Software LAS X 3.5.7.23225<br/>FACS AriaTM III (BD Biosciences) - BD FACS Diva v8 Software<br/>LI-COR Odyssey<br/>JPK NanoWizard 4XP (Bruker Nano) atomic force microscope mounted on a Zeiss Axio Observer<br/>Philips CM10</div>                                                                                  |
| Data analysis   | <div>GraphPad PRISM 10<br/>StepOne Software v2.3<br/>ImageJ 1.53<br/>R 3.4<br/>Trimmomatic version 0.39<br/>STAR 2.6.0c<br/>featureCounts 1.6.0<br/>DESeq2 version 1.14.1<br/>STAR 2.7.9a<br/>Picard 2.25.5 (<a href="https://broadinstitute.github.io/picard/">https://broadinstitute.github.io/picard/</a>)<br/>Trimmomatic version 0.39<br/>Macx version 2.1.1 + 3.0.0a7</div> |

DESeq2 version 1.30.0

IGV version 2.4.10

JPK SPM Control Software v 7.0.165

DAVID Bioinformatics Resources 6.8

EnrichR

Fiji v1.54f

#### RNA-seq analysis

Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides and keeping only filtered reads longer than 15 nucleotides (Bolger et al., Trimmomatic: a flexible trimmer for Illumina sequence data).

Reads were aligned versus Ensembl mouse genome version mm10 (Ensembl release 101) with STAR 2.6.0c (Dobin et al., STAR: ultrafast universal RNA-seq aligner).

Alignments were filtered to remove multi-mapping reads.

Gene counts were established with featureCounts 1.6.0 by aggregating reads overlapping exons excluding those overlapping multiple genes (Liao et al., featureCounts: an efficient general purpose program for assigning sequence reads to genomic features).

The raw count matrix was normalized with DESeq2 version 1.14.1 (Love et al., Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2).

#### CUT&RUN

DNA was quantified by Qubit and max. 10ng DNA was used as input for SMARTer® ThruPLEX® DNA-seq Kit following manufacture's protocol (Takara Bio). Sequencing was performed either on NextSeq500 platform (Illumina) using P3 flowcell with 2x38bp single-end setup or on NextSeq2000 platform (Illumina) using P3 flowcell with 2x61bp single-end setup or 2x 36bp. Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides and keeping only filtered reads longer than 15 nucleotides (Bolger et al., Trimmomatic: a flexible trimmer for Illumina sequence data).

Reads were aligned versus Ensembl mouse genome version mm10 (Ensembl release 101) with STAR 2.7.9a (Dobin et al., STAR: ultrafast universal RNA-seq aligner).

Alignments were filtered to remove: duplicates with Picard 2.25.5 (Picard: A set of tools (in Java) for working with next generation sequencing data in the BAM format), spliced, multi-mapping, ribosomal, or mitochondrial reads.

Peak calling was performed with Macs version 2.1.1 with FDR < 0.05 and additional parameters "--extsize 100 --nomodel --to-large" (Zhang et al., Model-based Analysis of ChIP-Seq) (GSE277867, GSE277868, GSE277869) and Macs version 3.0.0a7 with FDR < 0.1 and additional parameters "--extsize 75 --nomodel --to-large" (GSE277870).

Remaining peaks were unified to represent a common set of regions for all samples.

Counts were produced with featureCounts (Liao et al., featureCounts: an efficient general purpose program for assigning sequence reads to genomic features).

The raw count matrix was normalized with DESeq2 version 1.30.0 (Love et al., Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2).

Peaks were annotated with the promoter (TSS ± 10000 nt) of the nearest gene based on Ensembl data.

#### ATAC-seq

Libraries were mixed in equimolar ratios and sequenced by the NextSeq500 platform using V2 chemistry with paired-end mode. Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides and keeping only filtered reads longer than 15 nucleotides (Bolger et al., Trimmomatic: a flexible trimmer for Illumina sequence data). Reads were aligned versus Ensembl mouse genome version mm10 (Ensembl release 101) with STAR 2.7.11b (Dobin et al., STAR: ultrafast universal RNA-seq aligner). Alignments were filtered to remove: duplicates with Picard 3.1.1 (Picard: A set of tools (in Java) for working with next generation sequencing data in the BAM format), spliced, multi-mapping, ribosomal, or mitochondrial reads. Peak calling was performed with Macs version 3.0.0a7 with FDR < 0.0001 (Zhang et al., Model-based Analysis of ChIP-Seq). Remaining peaks were unified to represent a common set of regions for all samples. Counts were produced with featureCounts (Liao et al., featureCounts: an efficient general purpose program for assigning sequence reads to genomic features). The raw count matrix was normalized for sequencing depth. Peaks were annotated with the promoter (TSS ± 10000 nt) of the nearest gene based on Ensembl release 101. Contrasts were created with DESeq2 based on the normalized count peak matrix with all size factors set to one. Peaks were classified as significantly differential at average count > 10 and  $-1 < \log_2 FC > 1$ .

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed CUT&RUN data for TAF4A, NF-YA and KANSL2 in wild type MuSCs, ATAC-seq data, NF-YA CUT&RUN data in control and Taf4asKO MuSCs, and RNA-seq data of freshly isolated WT and Taf4asKO MuSCs are available in the NCBI Gene Expression Omnibus (GEO), under accession number GSE277872 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277872>]. Published H3K4me3 ChIP-seq data were downloaded from GEO time-point T3 from "GSE103163 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103163>]": GSM2756400 and GSM2756401. Published RNA-seq data of freshly isolated and activated/proliferating WT MuSCs were downloaded from GEO under accession number "GSE108040" [<https://www.ncbi.nlm.nih.gov/geo/%20GSE108040>]. Published RNA-seq data of freshly isolated WT MuSCs and WT muscle were downloaded from GEO under accession number "GSE199487" [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199487>] and GSE168984, [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168984>], respectively. Published RNA-seq data of WT

and NF-YA knockout MuSCs were downloaded from GEO under accession number “GSE154017” [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154017>].

GEO accession number: GSE277872 Fig. 1g, Fig. 2a, 2b, 2c Fig. 3a-d, 3g-i, Fig 4b, 4f-j, Supp. Fig. 3 a-h, Supp. Fig. 4a, 4c-h and Supp. Fig. 5b are associated with this data.

publicly available datasets:

GSE103163 (GSM2756400 and GSM2756401) - Fig. 3i and Supp. fig. 4g and Supp. Fig. 5b

GSE108040 - Fig. 2a

GSE199487 and GSE168984 - Supp. Fig. 1b

GSE154017 - Supp. Fig. 5e

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                              |
|--------------------------------------------------------------------|------------------------------|
| Reporting on sex and gender                                        | Not applicable               |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicableNot applicable |
| Population characteristics                                         | Not applicable               |
| Recruitment                                                        | Not applicable               |
| Ethics oversight                                                   | Not applicable               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size were determined based on established practice and applicable standards. We opted for sample sizes which are commonly used sample sizes in the field.<br>For in vivo studies, a minimum of three biological replicates was analyzed. Each experiment in which data were quantified was performed with at least 3 replicates. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                  |
| Replication     | All in vivo studies were performed once with indicated numbers of animals. Sample sizes and statistical analyses and significance levels are all indicated in the figure legends or the method part.                                                                                                                                    |
| Randomization   | All animals were numbered and experiments were performed in a blinded pattern. After data collection, genotypes were revealed and animals assigned to different groups for analysis.                                                                                                                                                    |
| Blinding        | In vivo experiments were performed in a blinded pattern.<br>In vitro experiments were not blinded during data collection or analysis. Positive controls, negative controls and target samples were analyzed in exactly the same manner.                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Anti-Pax7 mouse, R&D Systems MAB1675, IF (1:1000)  
 Anti-MyoD rabbit, Santa Cruz SC-304, IF (1:1000)  
 Anti-Gapdh, Cell signaling (14C10), WB (1:2000)  
 Actb, Sigma A5441, WB (1:2000)  
 Rabbit IgG, Diagenode C15410206, CnR (1:100)  
 Mouse IgG, Millipore 12-371B, CnR (1:100)  
 Anti-Sca1 APC, eBioscience 17-5981-83, FACS (1:100)  
 Anti-CD45 APC, eBioscience 17-0451-83, FACS (1:100)  
 Anti-CD31 APC, eBioscience 17-0311-82, FACS (1:100)  
 Anti-APC MicroBeads MACS MACS 130-090-855  
 Integrin- $\alpha$ 7 FITC, MBL,JP K0046-4, FACS (1:50)  
 Hisone H3, Cell Signaling 9715L, WB (1:2000)  
 Anti- $\gamma$ H2AX, Cell Signaling #2577, WB, IF (1:1000)  
 Mcrs1, Proteintech 11362-1-AP, WB (1:1000)  
 Kansl2, Proteintech 27261-1-AP, CnR (1:100)  
 Taf4a (TAFIIp135(22)), Santa Cruz Sc-136093, IF, CnR, WB (1:50)  
 NF-YA, Santa Cruz Sc-17753, CnR (1:100), WB(1:1000)  
 NF-YB (G-2), Santa Cruz Sc-376546 WB(1:1000)  
 Anti-V5, Abcam ab15828, WB (1:100)  
 CalcR, Abcam ab11042, IF (1:100)  
 GFP, Evrogen AB513, F (1:1000)  
 H3K9me3, Abcam ab8898, IF, WB (1:1000)  
 H4K20me3, Abcam ab9053, WB (1:1000)  
 H3K27me3, Millipore 07-449, WB (1:1000)  
 Lamin B1 (S-20), Santa Cruz sc-30264, IF (1:1000)  
 Anti-P53 [PAb 240], Abcam, ab26 WB (1:1000)  
 p-Lamin A/C Ser 392, Aviva Systems Biology OAAJ02346, WB (1:1000)  
 mouse IgG / TrueBlot, Rockland 18-8817-33, WB (1:1000)  
 rabbit IgG / TrueBlot, Rockland 18-8816-33, WB (1:1000)  
 Anti-HA tag antibody, Abcam ab9110, WB (1:1000)  
 Chicken anti-Goat IgG Alexa Fluor™ 594, Invitrogen # A-21468, IF (1:1000)  
 Goat anti-Mouse IgG1 Alexa Fluor 488, Invitrogen # A-21121 IF (1:1000)  
 Goat anti-Rabbit IgG Alexa Fluor 594, Invitrogen # A-11012 A-IF (1:1000)  
 Lamin A/C (E-1) WB (1:1000), 6 $\mu$ g IP Santa Cruz Sc-376248  
 Ac-lysine (AKL5C1) WB (1:1000) Santa Cruz Sc-32268  
 NF-YB WB (1:1000) Santa Cruz Sc-376546  
 Acetylated-Lysine WB (1:1000) Cell signaling 9441  
 Myod1 IF (1:1000) Abcam ab133627

## Validation

Pax7 (1:1000 R&D Systems MAB1675) validated by immunocytochemistry in C2C12 Mouse Cell Line; MyoD (1:1000 Santa Cruz SC-304) validated by western blot analysis in HeLa (A), HL-60 (B), SJRH30 (C), NIH/3T3 (D) and RD (E) whole cell lysates and A-673 nuclear extract (F); Gapdh (WB 1:2000 Cell signaling (14C10) validated by western blot analysis of extracts from various cell lines, immunofluorescent analysis of HeLa cells; Actb, (Sigma A5441, WB (1:2000) validated by knockdown; IgG (ChIP Diagenode C15410206) validated by ChIP assays and immunofluorescence in HeLa cells; Mouse IgG (Millipore 12-371) Normal Mouse IgG Polyclonal Antibody control validated for use in Immunoprecipitation & Western Blotting.; Sca1 -APC (FACS 1:100, eBioscience 17-5981-83) validated by FACS analysis of stained of unstimulated and 4-day Con A-stimulated BALB/c splenocytes; CD45-APC (FACS 1:100, eBioscience 17-0451-83) validated by FACS analysis in C57BL/6 mouse bone marrow cells; CD31 APC (FACS 1:100, eBioscience 17-0311-82) validated by FACS analysis in C57BL/6 bone marrow cells; Integrin- $\alpha$ 7 FITC (FACS 1:100, MBL,JP K0046-4);H3 (WB 1:2000, ChIP 2Cell Signaling 9715L) validated by western blot analysis of extracts from various cell lines; Anti- $\gamma$ H2AX, (Cell Signaling #2577) was validated by western blot analysis of extracts from 293 cells, untreated or UV-treated. Mcrs1, Proteintech 11362-1-AP, WB (1:1000) was validated by western blot analysis of extracts from mouse uterus tissue, mouse spleen tissue, human spleen tissue, human liver tissue, human brain tissue, Jurkat and HeLa cells; Kansl2 ( Proteintech 27261-1-AP) was validated by western blot analysis of mouse heart tissue; Taf4a (TAFIIp135(22)), Santa Cruz Sc-136093 - was validated by western blot analysis of TAF II p135 expression in HeLa

nuclear extract, ES-D3 whole cell lysate, Jurkat whole cell lysate and mouse ovary tissue extract. Immunofluorescence staining of HeLa cells showing nuclear staining; NF-YA (Santa Cruz Sc-17753) was validated by western blot analysis of NF-YA expression in NIH/3T3 whole cell lysate, western blot analysis of human recombinant NF-YA fusion protein. Immunofluorescence staining of formalin-fixed Hep G2 cells showing nuclear localization; NF-YB (G-2), Santa Cruz Sc-376546 was validated by western blot analysis of in RAW 264.7 nuclear extract and HeLa, A549, NIH/3T3, A-10, HEK293 and C6 whole cell lysates. Immunofluorescence staining of methanol-fixed HeLa cells. ICC of human small intestine tissue, human kidney tissue, human seminal vesicle tissue and human prostate tissue; Anti-V5 (Abcam ab15828) was validated by western blot of Recombinant V5 tagged Groucho homolog and Recombinant V5 tagged Groucho and ChIP using chromatin prepared from a stably transfected 293T human cell line harbouring the GAL4 upstream activation sequence that a transiently transfected with a V5 or T7- tagged GAL4 DNA Binding Domain construct; CalcR, Abcam ab11042; GFP (Evrogen AB513) was validated by western blot of lysates of HEK293 cells expressing different fluorescent proteins; H3K9me3( Abcam ab8898) was validated by western blot of Calf Thymus Histone Preparation Nuclear Lysate and the signal is blocked by the addition of the immunizing peptide; H4K20me3 (Abcam ab9053) was validated by western blot of Calf Thymus Histone Preparation Nuclear Lysate and the signal is blocked by the addition of the immunizing peptide; H3K27me3 (Millipore 07-449) was validated by dotblot using histone peptides with various modifications; Lamin B1 (S-20)( Santa Cruz sc-30264); Anti-P53 [PAb 240] ( Abcam, ab26) was validated by western blot in wild type HCT116 cells treated with irinotecan and p53 knockout HCT116 cells; p-Lamin A/C Ser 392 (Aviva Systems Biology OAAJ02346) was validated by western blot analysis in HeLa whole cell lysates and treated with the antigen-specific peptide; mouse IgG / TrueBlot (Rockland 18-8817-33) was validated by western blot in IPs in various human and mouse cell lines in comparison of using conventional HRP-conjugated anti-mouse polyclonal antibodies; rabbit IgG / TrueBlot (Rockland 18-8816-33) was validated by western blot in IP in various human and mouse cell lines; Anti-HA tag antibody ChIP Abcam ab9110 validated by western blot with a nuclear lysate of HEK293T cells transiently expressing HA-tagged protein; Chicken anti-Goat IgG Alexa Fluor™ 594 (Invitrogen # A-21468) - the specificity of the secondary antibody was proved by the absence of signal in HeLa (negative model) due to no primary antibody binding; Goat anti-Mouse IgG1 Alexa Fluor 488 ( Invitrogen # A-21121)- the specificity of the secondary antibody was proved by the absence of signal in HeLa (negative model) due to no primary antibody binding; Goat anti-Rabbit IgG Alexa Fluor 594 (Invitrogen # A-11012) - the specificity of the secondary antibody was proved by the absence of signal in HeLa (negative model) due to no primary antibody binding; Lamin A/C (E-1) was validated by direct fluorescent western blot analysis of Lamin A/C expression in C32, PC-3, HeLa, A-431, NIH/3T3 and Sol8 whole cell lysates; Ac-lysine (AKL5C1) was validated by western blot analysis of Ac-lysine acetylation in untreated and Trichostatin A (sc-3511) treated NIH/3T3 whole cell lysates; NF-YB (G-2) was validated western blot analysis of NF-YB expression in RAW 264.7 nuclear extract (A) and HeLa (B), A549 (C), NIH/3T3 (D), A-10 (E) and C6 (F) whole cell lysates.; Acetylated-Lysine Antibody was validated by western blot analysis from COS cells, untreated or TSA-treated. Specificity and sensitivity of acetylated-lysine antibody was assayed on acetylated BSA or nonacetylated BSA; Anti-MyoD1 antibody was validated in RD (Human muscle rhabdomyosarcoma) whole cell lysate, as negative controls were used whole cell lysate of HEK-293, HeLa cells.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                     |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | v6.5 mESCs NBP1-41162<br>C2C12 ATCC #CRL-1772<br>NIH3T3 ATCC CRL-1658                                               |
| Authentication                                                       | Each cell line used was morphologically confirmed according to the information provided by the culture collections. |
| Mycoplasma contamination                                             | Tested for being Mycoplasma free                                                                                    |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used                                                                      |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | <p>The following mouse strains were used in the study:</p> <p>Wild type mice C57BL/6<br/>Pax7:ZsGreen reporter mice<br/>Control: Pax7CE+/+ // Taf4af1/fl// Pax7 Zs green neg/pos or Pax7CE+/p // Taf4af1/fl// Zs green neg/pos.<br/>Taf4asKO : Pax7CE+/p // Taf4af1/fl// Pax7 Zs green neg/pos with tamoxifen treatment</p> <p>All mice were maintained on a C57BL/6 background and littermates were used as controls in all experiments.</p> <p>All mice used in this study were drug and test naive, healthy prior to the studies, not used in previous procedures and maintained in individually ventilated cages, at 22.5°C ± 1 °C and a relative humidity of 50% ± 5% with controlled illumination (12 h dark/light cycle). Mice were given ad libitum access to food and water. All mouse strains were backcrossed and maintained on a C57BL/6 genetic background. Female and male animals at the age between 8 to 20 weeks to equal proportions were analyzed in this study. None of the determined parameters in this study correlated with animal sex.</p> |
| Wild animals       | Studies did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Reporting on sex   | Female and male adult animals to equal proportions were analyzed in this study. None of the determined parameters in this study correlated with animal sex.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

Field-collected samples

Studies did not involve samples collected in the field.

Ethics oversight

All animal experiments were done in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996) and were approved by the responsible Committee for Animal Rights Protection of the State of Hessen (Regierungspraesidium Darmstadt, Wilhelminenstr. 1-3, 64283 Darmstadt, Germany) with the project number B2/1137 and B2/2048.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

Not applicable

Novel plant genotypes

Not applicable

Authentication

Not applicable

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277872>

Files in database submission

# The \*\_processed.txt files contain unified peaks per dataset that can be extracted as BED.

MuSC\_WT\_Taf4a\_1\_R1.fastq.gz  
 MuSC\_WT\_Taf4a\_1\_igg\_R1.fastq.gz  
 MuSC\_WT\_Taf4a\_2\_R1.fastq.gz  
 MuSC\_WT\_Taf4a\_2\_igg\_R1.fastq.gz  
 MuSC\_WT\_Taf4a\_3\_R1.fastq.gz  
 MuSC\_WT\_Taf4a\_3\_igg\_R1.fastq.gz  
 MuSC\_WT\_Taf4a\_1\_R2.fastq.gz  
 MuSC\_WT\_Taf4a\_1\_igg\_R2.fastq.gz  
 MuSC\_WT\_Taf4a\_2\_R2.fastq.gz  
 MuSC\_WT\_Taf4a\_2\_igg\_R2.fastq.gz  
 MuSC\_WT\_Taf4a\_3\_R2.fastq.gz  
 MuSC\_WT\_Taf4a\_3\_igg\_R2.fastq.gz  
 MuSC\_WT\_Nfya\_1\_R1.fastq.gz  
 MuSC\_WT\_Nfya\_1\_igg\_R1.fastq.gz  
 MuSC\_WT\_Nfya\_2\_R1.fastq.gz  
 MuSC\_WT\_Nfya\_2\_igg\_R1.fastq.gz  
 MuSC\_WT\_Nfya\_3\_R1.fastq.gz  
 MuSC\_WT\_Nfya\_3\_igg\_R1.fastq.gz  
 MuSC\_WT\_Nfya\_1\_R2.fastq.gz  
 MuSC\_WT\_Nfya\_1\_igg\_R2.fastq.gz  
 MuSC\_WT\_Nfya\_2\_R2.fastq.gz  
 MuSC\_WT\_Nfya\_2\_igg\_R2.fastq.gz  
 MuSC\_WT\_Nfya\_3\_R2.fastq.gz  
 MuSC\_WT\_Nfya\_3\_igg\_R2.fastq.gz  
 MuSC\_WT\_Kansl2\_1\_R1.fastq.gz  
 MuSC\_WT\_Kansl2\_1\_igg\_R1.fastq.gz  
 MuSC\_WT\_Kansl2\_2\_R1.fastq.gz  
 MuSC\_WT\_Kansl2\_2\_igg\_R1.fastq.gz  
 MuSC\_WT\_Kansl2\_3\_R1.fastq.gz  
 MuSC\_WT\_Kansl2\_3\_igg\_R1.fastq.gz  
 MuSC\_WT\_Kansl2\_4\_R1.fastq.gz  
 MuSC\_WT\_Kansl2\_4\_igg\_R1.fastq.gz  
 MuSC\_WT\_Kansl2\_1\_R2.fastq.gz  
 MuSC\_WT\_Kansl2\_1\_igg\_R2.fastq.gz  
 MuSC\_WT\_Kansl2\_2\_R2.fastq.gz

MuSC\_WT\_Kansl2\_2\_igg\_R2.fastq.gz  
 MuSC\_WT\_Kansl2\_3\_R2.fastq.gz  
 MuSC\_WT\_Kansl2\_3\_igg\_R2.fastq.gz  
 MuSC\_WT\_Kansl2\_4\_R2.fastq.gz  
 MuSC\_WT\_Kansl2\_4\_igg\_R2.fastq.gz  
 MuSC\_WT\_Nfya\_1\_R1.fastq.gz  
 MuSC\_WT\_Nfya\_1\_igg\_R1.fastq.gz  
 MuSC\_WT\_Nfya\_2\_R1.fastq.gz  
 MuSC\_WT\_Nfya\_2\_igg\_R1.fastq.gz  
 MuSC\_Taf4a-KO\_Nfya\_1\_R1.fastq.gz  
 MuSC\_Taf4a-KO\_Nfya\_1\_igg\_R1.fastq.gz  
 MuSC\_Taf4a-KO\_Nfya\_2\_R1.fastq.gz  
 MuSC\_Taf4a-KO\_Nfya\_2\_igg\_R1.fastq.gz  
 MuSC\_WT\_Nfya\_1\_R2.fastq.gz  
 MuSC\_WT\_Nfya\_1\_igg\_R2.fastq.gz  
 MuSC\_WT\_Nfya\_2\_R2.fastq.gz  
 MuSC\_WT\_Nfya\_2\_igg\_R2.fastq.gz  
 MuSC\_Taf4a-KO\_Nfya\_1\_R2.fastq.gz  
 MuSC\_Taf4a-KO\_Nfya\_1\_igg\_R2.fastq.gz  
 MuSC\_Taf4a-KO\_Nfya\_2\_R2.fastq.gz  
 MuSC\_Taf4a-KO\_Nfya\_2\_igg\_R2.fastq.gz  
 WT\_1\_R1.fastq.gz  
 WT\_2\_R1.fastq.gz  
 WT\_3\_R1.fastq.gz  
 ko-Taf4\_1\_R1.fastq.gz  
 ko-Taf4\_2\_R1.fastq.gz  
 ko-Taf4\_3\_R1.fastq.gz  
 WT\_1\_R2.fastq.gz  
 WT\_2\_R2.fastq.gz  
 WT\_3\_R2.fastq.gz  
 ko-Taf4\_1\_R2.fastq.gz  
 ko-Taf4\_2\_R2.fastq.gz  
 ko-Taf4\_3\_R2.fastq.gz  
 cnr\_yua49\_54\_57\_taf4a\_processed.txt  
 cnr\_yua54\_63\_nfya\_processed.txt  
 cnr\_yua57\_63\_kansl2\_processed.txt  
 cnr\_yua113\_nfya\_processed.txt  
 atac\_yua113\_atac\_2\_processed.txt

Genome browser session  
(e.g. [UCSC](#))

N/A

## Methodology

Replicates

Three biological replicates of ATAC-seq, TAF4A and NF-YA, four of KANSL2 CUT&RUN in wild type MuSCs and two replicates of NF-YA in control wild type and Taf4asKO MuSCs.

Sequencing depth

Sample, total reads, uniquely mapped reads, read length, single/paired  
 GSM8533638 MuSC\_WT\_Taf4a\_1, 34870486, 26457935, 38, paired-end  
 GSM8533639 MuSC\_WT\_Taf4a\_1\_igg, 37896886, 28070364, 38, paired-end  
 GSM8533640 MuSC\_WT\_Taf4a\_2, 35536899, 25223271, 38, paired-end  
 GSM8533641 MuSC\_WT\_Taf4a\_2\_igg, 36097123, 24905747, 38, paired-end  
 GSM8533642 MuSC\_WT\_Taf4a\_3, 27505461, 20062280, 61, paired-end  
 GSM8533643 MuSC\_WT\_Taf4a\_3\_igg, 20294119, 15908972, 61, paired-end  
 GSM8533644 MuSC\_WT\_Kansl2\_1, 27919402, 19986414, 61, paired-end  
 GSM8533645 MuSC\_WT\_Kansl2\_1\_igg, 20294119, 15908972, 61, paired-end  
 GSM8533646 MuSC\_WT\_Kansl2\_2, 27194112, 21021755, 61, paired-end  
 GSM8533647 MuSC\_WT\_Kansl2\_2\_igg, 24701440, 15550726, 61, paired-end  
 GSM8533648 MuSC\_WT\_Kansl2\_3, 29015157, 17950854, 61, paired-end  
 GSM8533649 MuSC\_WT\_Kansl2\_3\_igg, 32433737, 23353309, 61, paired-end  
 GSM8533650 MuSC\_WT\_Kansl2\_4, 28841214, 21020017, 61, paired-end  
 GSM8533651 MuSC\_WT\_Kansl2\_4\_igg, 27310196, 21212917, 61, paired-end  
 GSM8533652 MuSC\_WT\_NF-YA\_1, 34553406, 22794692, 38, paired-end  
 GSM8533653 MuSC\_WT\_NF-YA\_1\_igg, 36097123, 24905747, 38, paired-end  
 GSM8533654 MuSC\_WT\_NF-YA\_2, 52188498, 42182332, 61, paired-end  
 GSM8533655 MuSC\_WT\_NF-YA\_2\_igg, 32433737, 23353309, 61, paired-end  
 GSM8533656 MuSC\_WT\_NF-YA\_3, 51305858, 41236677, 61, paired-end  
 GSM8533657 MuSC\_WT\_NF-YA\_3\_igg, 27310196, 21212917, 61, paired-end  
 GSM8533658 MuSC\_WT\_Nfya\_1, 49032037, 25894827, 36, paired-end  
 GSM8533659 MuSC\_WT\_Nfya\_1\_igg, 33657221, 21679573, 36, paired-end

GSM8533660 MuSC\_WT\_Nfya\_2, 32893211, 22605857, 36, paired-end  
 GSM8533661 MuSC\_WT\_Nfya\_2\_igg, 45539328, 8393161, 36, paired-end  
 GSM8533662 MuSC\_Taf4a-KO\_Nfya\_1, 40911204, 27585732, 36, paired-end  
 GSM8533663 MuSC\_Taf4a-KO\_Nfya\_1\_igg, 42216033, 25172928, 36, paired-end  
 GSM8533664 MuSC\_Taf4a-KO\_Nfya\_2, 45515562, 33213348, 36, paired-end  
 GSM8533665 MuSC\_Taf4a-KO\_Nfya\_2\_igg, 44369457, 27696251, 36, paired-end  
 GSM9047391 WT\_1, 86049543, 75926702, 36, paired-end  
 GSM9047392 WT\_2, 125511797, 109714419, 36, paired-end  
 GSM9047393 WT\_3, 102555143, 90365343, 36, paired-end  
 GSM9047394 ko-Taf4a\_1, 89321539, 78695261, 36, paired-end  
 GSM9047395 ko-Taf4a\_2, 87178800, 77296356, 36, paired-end  
 GSM9047396 ko-Taf4a\_3, 96111716, 84614924, 36, paired-end

## Antibodies

Taf4a (TAFIIp135(22)), Santa Cruz Sc-136093  
 NF-YA, Santa Cruz Sc-17753  
 Kansl2, Proteintech 27261-1-AP

## Peak calling parameters

Peak calling was performed with either 1) Macs version 2.1.1: macs2 callpeak -t \$sample.bam -c \$igg.bam -g mm -q 0.05 --extsize 100 -f BAM --nomodel --to-large (GSE277867,GSE277868,GSE277869), or 2) Macs version 3.0.0a7: macs3 callpeak -t \$sample.bam -c \$igg.bam -g mm -q 0.1 --extsize 75 -f BAM --nomodel --to-large (GSE277870), or 3) Macs version 3.0.0a7: macs3 callpeak -t \$sample.bam -g mm -q 0.0001 --extsize 200 -f BAMPE (GSE299832)

## Data quality

Raw reads were assessed for quality using FastQC and 100 random reads were compared vs. NCBI NT database to check for contamination. Reads were mapped with STAR and only uniquely mapping, deduplicated, non-spliced reads were used for peak calling. Macs2/3 was run several times with different parameters to find cutoffs that would result in significant peaks. Effects were visually inspected in IGV.

Peaks at <5% FDR and >5x enrichment:

GSM8533638 MuSC\_WT\_Taf4a\_1 423  
 GSM8533640 MuSC\_WT\_Taf4a\_2 81  
 GSM8533642 MuSC\_WT\_Taf4a\_3 730  
 GSM8533644 MuSC\_WT\_Kansl2\_1 28272  
 GSM8533646 MuSC\_WT\_Kansl2\_2 356  
 GSM8533648 MuSC\_WT\_Kansl2\_3 597  
 GSM8533650 MuSC\_WT\_Kansl2\_4 786  
 GSM8533652 MuSC\_WT\_NF-YA\_1 7960  
 GSM8533654 MuSC\_WT\_NF-YA\_2 2682  
 GSM8533656 MuSC\_WT\_NF-YA\_3 3640  
 GSM8533658 MuSC\_WT\_Nfya\_1 4075  
 GSM8533660 MuSC\_WT\_Nfya\_2 760  
 GSM8533662 MuSC\_Taf4a-KO\_Nfya\_1 6932  
 GSM8533664 MuSC\_Taf4a-KO\_Nfya\_2 2302  
 GSM9047391 WT\_1 55397  
 GSM9047392 WT\_2 64413  
 GSM9047393 WT\_3 64301  
 GSM9047394 ko-Taf4a\_1 60766  
 GSM9047395 ko-Taf4a\_2 57847  
 GSM9047396 ko-Taf4a\_3 62300

## Software

STAR 2.7.9a  
 Picard 2.25.5 (<https://broadinstitute.github.io/picard/>)  
 Trimmomatic version 0.39  
 Macs version 2.1.1-3.0.0a7  
 DESeq2 version 1.30.0

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Limb and trunk muscles were minced, digested with 100 CU Dispase (BD) and 0.2% type II collagenase (Worthington Biochemicals), and consecutively filtered through 100  $\mu$ m, 70  $\mu$ m, and 40  $\mu$ m cell strainers (BD). Cells were collected by centrifugation at 1,200 x g for 7 minutes. Pellets were re-suspended in 1.5 ml red blood cell lysis buffer containing 5  $\mu$ g/mL DNase I and incubated on ice for 3 minutes. Subsequently, the cell suspension was filled up to 7 ml with DMEM medium containing 2% FCS, before cells were spun down. To enrich for MuSCs, isolated cells were incubated with APC fluorescence coupled primary antibodies against Sca1, CD45, CD31 (1:100 dilution in FACS sorting buffer) for 40 min at 4°C. After addition of 5ml of DMEM medium containing 2% FCS, cells were spun down and the cell pellets were resuspended in 200 $\mu$ l FACS sorting buffer, before incubation with 30 $\mu$ l of anti-APC micro beads (MACS) for 15 min on 4°C. Microbeads containing Sca1+/CD45+/CD31+ cells were isolated by a 25 LS separation column using the QuadroMACS separator (Miltenyi Biotec). Sca1-/CD45-/CD31- cells were spun down, stained with Integrin-a7-FITC (1:50 dilution in FACS sorting buffer). Integrin-a7+ or GFP+ (from Pax7:ZsGreen mice) satellite cells was isolated using a FACS AriaIII (BD Biosciences).

Instrument

FACS sorting for muscle stem cells: FACSAria™ III (BD Biosciences)

Software

BD FACS Diva v8 software

Cell population abundance

Sorted cells were reanalyzed to assess purity. A 70-80% purity was achieved.

Gating strategy

The gating strategy identified muscle stem cells by using Integrin-a7-FITC or by taking advantage of endogenous muscle stem cell-specific fluorescence of reporter mice (Pax7:ZsGreen mice). MuSCs population was defined using FMO (Fluorescence Minus One) FITC control (not treated with Integrin a7 – FITC) and dead cells were excluded via DAPI staining. The gating strategy is shown on Supplementary figure 7.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

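ATAC-seq of freshly isolated MuSCs of control and Taf4a sKO mice, with 3 biological replicates each, was analysed. The RNA-seq and CUT&RUN experiments were not analysed here.

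The deposited table holds a score per peak and sample: the authors counted reads in a common set of 75412 peaks, multiplied the counts of each sample by a factor for sequencing depth and rounded them. Before that, the authors trimmed the reads with Trimmomatic, aligned them with STAR to mm10, removed duplicate, spliced, multi-mapping, ribosomal and mitochondrial reads and called peaks with MACS in each sample without an input control. A shift of reads for the Tn5 insertion is not described in the methods. The authors made their contrasts with DESeq2 with all size factors set to one. The factor of each sample was recovered from the whole numbers missing among its values, with 0 mismatches. No per-sample column was left unused.

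What was computed here started from these rounded values. They are not raw counts, so the test that the design named for normalized values was used: limma 3.58.1 (R 4.3.3) with a mean-variance trend and robust moderation on log2(value + 1), with Benjamini-Hochberg adjustment over the 75384 peaks with a mean above 10. Gained and lost peaks followed the thresholds of the paper's methods with a pseudocount of 1 on the group means. On simulated data, 190 of 199 changed peaks tested were called (95.5%), and 5.9% of the calls fell on unchanged peaks. The simulation used the same fold for each changed peak, the same replicate spread at every peak and no difference in library enrichment. Its rates therefore do not carry over to the data, where 31578 peaks were called. Peak shares were compared by Fisher's exact test and single values by exact permutation tests, with SciPy 1.17.1; with 3 libraries against 3 the permutation tests cannot go below 0.1.

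Features came from GENCODE vM21 and the GRCm38 sequence. Of the genes in the table, 99.8% were in that annotation. Genes named in the text were fixed beforehand: 22 genes of the NSL complex, chromatin modification and MuSC regulation where they have a peak (Trp53 has none annotated), the genes named in the paper's figures that carry a gained or lost peak, and the 3 gained and 3 lost peaks with the smallest p among those whose genotypes do not overlap. The replicate numbers come from the sample labels, and same-numbered samples are of different genotypes and thus different animals, so the main test does not pair them.

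Alternatives covered the minimum mean value, the thresholds, the pseudocount, the scaling between samples, the annotation and each replicate left out in turn. The tests rest on 3 libraries per genotype, which limits their precision.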

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

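The alternatives below were fixed before the data were examined unless stated otherwise. DESeq2 was not run, because the values are not raw counts.

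The counts of altered peaks moved with the thresholds. At a 1.5-fold threshold there were 14636 gained and 8651 lost peaks, and at a log2 threshold of 1.5 there were 1103 and 1710. At a minimum mean value of 50 there were 4318 gained and 2441 lost peaks. Fits that each left out one replicate gave 4652 to 7352 gained and 3653 to 4497 lost peaks, and 16024 to 28502 higher and 8565 to 10038 lower peaks by limma.

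Scaling and the threshold changed which direction was more frequent. Under the authors' normalization 56.7% of altered peaks were gained; the share was 44.5% with TMM factors, 44.3% with median-of-ratios factors, 40.5% with the total signal in peaks and 50.7% with quantile normalization. The median log2 change of all peaks, 0.101 under the authors' normalization, was -0.007, -0.008, -0.043 and -0.026 under these. By limma, 66.8% of called peaks were higher, against 53.2% with TMM factors (19125 higher, 16803 lower) and 49.8% with quantile normalization (18711 higher, 18898 lower). With median-of-ratios factors 53.0% were higher (19090 higher, 16943 lower). At a log2 threshold of 1.5 under the authors' normalization, 39.2% of altered peaks were gained. The share was 62.9% at a 1.5-fold threshold and 63.9% at a minimum mean value of 50. A preponderance of gained over lost peaks therefore depends on the scaling and on the threshold. The alternative scalings would also remove a real shift of all peaks, so the change of balance with scaling does not weigh against one.

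The difference in mean signal per peak stayed between 5.91% and 16.91% across the 6 fits that each left out one replicate, with no p under 0.05, which this design cannot reach.

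The shares of annotated peaks (32.04% to 32.89% for gained, 32.22% to 32.78% for lost) and of altered peaks in promoters (8.28% to 8.59%), introns (47.81% to 49.17%) and intergenic regions (38.70% to 39.61%) kept their direction against unaltered peaks in the fits that left out one replicate and in every other alternative run. The repeat-masked share did not hold: it ranged from 10.81% to 11.12% with one replicate left out and fell just below that of unaltered peaks (10.83%) without control replicate 1. It passed 0.05 without control replicate 3 (11.1%, permutation p = 0.0098), without Taf4a sKO replicate 1 (11.12%, permutation p = 0.013), at a minimum mean value of 50 (11.1%) and when peaks with at least 50% masked bases were counted (2.23% of altered against 1.56% of unaltered peaks). The cause was not tested.

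Of the named lower genes, 10.13% to 13.92% had a lost peak with one replicate left out, and of the higher genes 23.53% to 35.29% had a gained peak. With TMM factors the latter was 17.65% and no longer past 0.05. With protein-coding genes as the background, chosen after seeing the data, p from Fisher's exact test was 0.0013 and 0.0053. The median log2 change ranged from 0.049 to 0.159 for the lower and 0.313 to 0.478 for the higher genes with one replicate left out. With the peak of highest signal per gene, the median of the lower genes was 0.059, within the range of random sets (0.035 to 0.115, permutation p = 0.43). It lay below the random median of 0.074, while the main value of 0.094 lay above its random median of 0.07, also within range. The cause was not tested.

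With the replicate number as a block, 5258 peaks were gained and 3992 lost, 21944 were higher and 11004 lower by limma, the mean signal differed by 11.25% (p = 0.5 from an exact sign-flip permutation test), and the medians at named genes were 0.154 (lower) and 0.312 (higher). In the single pairs the median of the lower genes was 0.247, above random sets (permutation p = 0.0040), 0.154 (permutation p = 0.76) and -0.044 (permutation p = 0.39), and that of the higher genes was 0.477 (permutation p = 0.0024), 0.312 (permutation p = 0.059) and 0.173 (permutation p = 0.014). The deviations of same-numbered samples had a mean correlation of -0.013, so the numbers do not pair the samples.

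Of the log2 changes of 28 single named peaks, 10 moved by more than the spread between replicates with TMM factors, 11 with median-of-ratios factors, 14 with quantile normalization, 21 with the total signal in peaks and 1 with a pseudocount of 5. None did with a pseudocount of 0, with means of log2 values or with one replicate left out.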

Differences from the paper's values

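The paper reports 13% of gained and 15% of lost peaks as annotated to genes (698 and 629 peaks in its source data, the paper's values). Counting all genes in the authors' annotation gave 32.3% and 32.8% (1709 and 1323 peaks). For the shares, none of the alternatives fixed before the data were examined closed the gap. For the counts of peaks, a log2 threshold of 1.5 gave 517 lost peaks and a minimum mean value of 50 gave 854, both within 1.5 times the paper's count for lost peaks, and no such alternative did so for gained peaks. After the paper's counts and the data had both been seen, 24 settings (9 definitions of an annotated peak at 2 pseudocounts, and 6 minimum mean values) were tried while looking for the paper's counts. Of these, 4 came within 5% of both: peaks with a protein-coding gene (701 and 628, or 13.2% and 15.6%) or with a gene symbol (695 and 625, or 13.1% and 15.5%), and the same definitions at a pseudocount of 0 (725 and 645, 719 and 642). A further 4, with a transcription start site within 5000 bp or 3000 bp, were within 1.5 times of both. At a pseudocount of 0, minimum mean values of 150 and 200 came within 1.5 times for gained peaks alone (808 and 651), and 50 and 100 for lost peaks alone (868 and 469). All 24 were tried after seeing the values, and more than 1 definition matched, so a match does not establish how the paper counted. Under each of the 24 the altered peaks were still less often annotated than the unaltered ones.

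The paper places 3% of altered peaks in proximal promoters, while 8.37% were found here. No alternative fixed before the data were examined brought the 2 values within 1.5 times; the nearest were protein-coding genes only (5.21%) and promoters within 500 bp (5.44%).

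The paper's heat map is described as showing more open chromatin in Taf4a sKO MuSCs. Here the mean signal per peak was 10.5% higher, within the spread between replicates (exact permutation p = 0.3).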

Other observations

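Tests of the mean signal, of low values, of chromosome Y, of exon 12 and of the overlap with expression were chosen only after the result was seen; the others were written down first. Where a written rule left a gap between its outcomes, the result is given as undecided.

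Of the 10 splits of the 6 libraries into 3 and 3, only the real one (1 of 10) gave as many peaks higher, lower, gained or lost. The other splits gave 0 peaks at an adjusted p under 0.05 (at most 2645 in one direction at an unadjusted p under 0.05) and at most 385 past the paper's thresholds in one direction. Of the splits, 4 part all 3 same-numbered pairs, the real one included, and 6 part 1 pair. With so few splits a share of 0.1 is the smallest possible, so chance is not excluded by this share alone. The sizes argue against chance: the real split gave 5296 gained and 4039 lost peaks and 31578 at an adjusted p under 0.05. In addition, each correlation between genotypes (0.927 to 0.938) lay below each correlation within a genotype (0.980 to 0.989).

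The higher mean signal cannot be told apart from a difference in library enrichment: the share of reads in peaks was 11.29% higher in Taf4a sKO libraries, which is the same measurement in another form. The log2 change also rose with the mean signal of a peak, with a slope of 0.049 per log2 unit between genotypes, but not over the whole range: its median rose from -0.14 in decile 1 of mean signal to 0.19 in deciles 7 and 8 and was 0.13 and 0.09 in deciles 9 and 10. Between control replicate 3, which has the highest share of reads in peaks among controls, and the other controls the slope was 0.012, smaller but not absent, which leaves library enrichment undecided.

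The composition of the sorted cells, which by the paper's report were not fully pure, was not examined here. The altered peaks were checked against other technical explanations. After the median change of each of 50 GC bins was subtracted, 81.2% still passed the thresholds, and 84.4% did after the same step for mean signal. The directions differed: after the GC step 3545 of the 5296 gained peaks and all 4039 lost peaks still passed, and the totals became 3546 gained and 5153 lost. After the step for mean signal 4141 gained and 3737 lost peaks still passed, with totals of 4483 and 4183. Both steps also set the median change of each bin to 0 and so remove the overall shift, as TMM factors alone do (3926 gained, 4905 lost), so their balance of directions does not test GC content or mean signal. Low values were more frequent in altered peaks: 46.7% of altered against 22.0% of unaltered peaks lay among the 25% with the lowest mean signal. The odds ratio was 3.11, with p at the computed minimum of 1e-300 (Fisher's exact test). The share was 61.7% for lost and 35.3% for gained peaks. Noise at low values would also act in the other splits of the libraries, which gave at most 385 peaks past the thresholds in one direction. This argues against such noise as the source of most of the 5296 gained and 4039 lost peaks. At a minimum mean value of 50, 4318 gained and 2441 lost peaks remained. Altered peaks were not more frequent within 10 Mb of Taf4a than on the rest of chromosome 2 (odds ratio 0.97, Fisher's exact p = 0.88). Within 10 Mb of Pax7 they were somewhat more frequent (odds ratio 1.13, Fisher's exact p = 0.20), a difference within chance.

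There were 75 peaks with a Taf4a sKO mean of at most 10% of the control mean, and 4 in the opposite direction, among peaks with a mean of at least 50 in the higher genotype; the minimum of 50 was not part of the written test. They lay closer together than random sets of peaks matched on chromosome, with a median distance to the nearest of 3689472 bp against 8428374 bp (permutation p = 0.001, the smallest that 1000 sets can give), and also than random sets of altered peaks (permutation p = 0.002). A candidate explanation is strain segments that differ between the genotypes, in which sequence differences prevent reads from mapping. Clustered regulation was not tested and would give the same clustering. The set includes the 3 lost peaks with the smallest p that the text names. Of these 79 peaks, 5 were also nearly absent, by the same limit of 10%, in 1 library of the genotype that otherwise held them, 4 in control replicate 3 and 1 in Taf4a sKO replicate 2. These 5, which were noticed afterwards and include the lost peak annotated to Rab6b, thus varied within a genotype, and repeat-masked sequence made up 47.0% to 82.3% of them. Over all 79 nearly absent peaks, the mean repeat-masked share was 13.5% against 11.0% in other altered peaks, undecided at a permutation p of 0.086. Genotypes of the mice outside the engineered loci were not analysed here.

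None of 4 Y-linked genes had a peak within 1000 bp of a transcription start site (0 of 4), while their X-linked homologs did, in all 6 libraries. Peaks on chromosome Y were present (12), from 90739345 to 90813129, so the chromosome was not removed by filtering. This may reflect female mice, but no peak overlapped the annotated start of Xist (the nearest was 771 bp away), which leaves it undecided; the paper states that both sexes were used. Of the 12 peaks, 5 were lost in Taf4a sKO MuSCs.

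Binding sites were counted in the central 301 bp of peaks against unaltered peaks matched on GC content and width, in 8 comparisons. AP-1 sites were more frequent in gained peaks (28.1% against 20.7%, odds ratio 1.5, permutation p = 1e-05, the smallest that 100000 resamples can give), while a scrambled site was not (odds ratio 1.17, permutation p = 0.088). This is consistent with premature activation of MuSCs, as a hypothesis; a response to cell isolation that differs between genotypes was not tested and cannot be told apart from it. CAGCTG E-boxes, which the same hypothesis placed in gained peaks, were less frequent there (23.1% against 30.9%, odds ratio 0.67, permutation p = 1e-05), contrary to it, and were more frequent in lost peaks (43.7% against 29.2%, odds ratio 1.92), which was noticed afterwards. CCAAT boxes, bound by NF-Y, were not more frequent in lost peaks (odds ratio 1.04, permutation p = 0.29). The p values are two-sided and not corrected for the 8 comparisons.

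The signal over exon 12 of Taf4a in Taf4a sKO MuSCs was 32.5% of control, by the means a larger fall than at the other peaks in the gene (56.0% to 94.7%). The peak over exon 7, outside the floxed exons, fell as well, and relative to it the replicates at exon 12 overlapped (exact permutation p = 0.3; 3 libraries against 3 allow no p below 0.1). Relative to the intronic and the promoter peak they did not overlap (exact permutation p = 0.1 for each). Relative to the exon 7 peak they did overlap. The ATAC-seq values alone therefore cannot tell deletion of the floxed exons apart from a lower signal across this part of the gene. The remaining signal over exon 12 was not resolved into undeleted alleles and background. Separately, the paper reports from genomic PCR that the floxed exons were efficiently deleted, with Taf4a transcripts and protein almost completely gone.

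The paper's overlap of 165 of 2371 differentially expressed genes, which the paper gives as 6.5% and which comes to 6.96% when 165 is divided by 2371, was set against the 8.33% of all protein-coding genes with a gained or lost peak and was below it (two-sided exact binomial p = 0.014). Supplementary Fig. 3g and 3h pair the peaks and genes by direction, and against the 4.33% of genes with a gained peak, the higher of the shares in 1 direction, the overlap was above it (exact binomial p = 5.3e-09). This comparison by direction was chosen after the values were seen. With the overlapping genes added to the total, the share was 6.51%, which rounds to the printed value (exact binomial p = 6.4e-04 against either direction and 4.4e-07 against 1 direction). The share in either direction counts pairs of opposite direction that the figure does not, so the share in 1 direction is the matching background, and against it the overlap was the larger. Differentially expressed genes without a peak, which lower the paper's share, were not identified here, and whether these genes carry more peaks per gene than others was not tested.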
